# Cardiomyocyte tetrahydrobiopterin synthesis regulates fatty acid metabolism and susceptibility to ischaemia–reperfusion injury

**DOI:** 10.1113/EP090795

**Published:** 2023-05-15

**Authors:** Sandy M. Chu, Lisa C. Heather, Surawee Chuaiphichai, Thomas Nicol, Benjamin Wright, Matthieu Miossec, Jennifer K. Bendall, Gillian Douglas, Mark J. Crabtree, Keith M. Channon

**Keywords:** cardiac metabolism, ischaemia–reperfusion injury, tetrahydrobiopterin

## Abstract

Tetrahydrobiopterin (BH4) is an essential cofactor for nitric oxide (NO) synthases in which its production of NO is crucial for cardiac function. However, non‐canonical roles of BH4 have been discovered recently and the cell‐specific role of cardiomyocyte BH4 in cardiac function and metabolism remains to be elucidated. Therefore, we developed a novel mouse model of cardiomyocyte BH4 deficiency, by cardiomyocyte‐specific deletion of *Gch1*, which encodes guanosine triphosphate cyclohydrolase I, a required enzyme for *de novo* BH4 synthesis. Cardiomyocyte (cm)*Gch1* mRNA expression and BH4 levels from cm*Gch1* KO mice were significantly reduced compared to *Gch1^flox/flox^* (WT) littermates. Transcriptomic analyses and protein assays revealed downregulation of genes involved in fatty acid oxidation in cm*Gch1* KO hearts compared with WT, accompanied by increased triacylglycerol concentration within the myocardium. Deletion of cardiomyocyte BH4 did not alter basal cardiac function. However, the recovery of left ventricle function was improved in cm*Gch1* KO hearts when subjected to *ex vivo* ischaemia–reperfusion (IR) injury, with reduced infarct size compared to WT hearts. Metabolomic analyses of cardiac tissue after IR revealed that long‐chain fatty acids were increased in cm*Gch1* KO hearts compared to WT, whereas at 5 min reperfusion (post‐35 min ischaemia) fatty acid metabolite levels were higher in WT compared to cm*Gch1* KO hearts. These results indicate a new role for BH4 in cardiomyocyte fatty acid metabolism, such that reduction of cardiomyocyte BH4 confers a protective effect in response to cardiac IR injury. Manipulating cardiac metabolism via BH4 could play a therapeutic role in limiting IR injury.

## Abstract (highlights)

- **What is the central question of this study?**
  What are the physiological roles of cardiomyocyte‐derived tetrahydrobiopterin (BH4) in cardiac metabolism and stress response?
- **What is the main finding and its importance?**
  Cardiomyocyte BH4 has a physiological role in cardiac metabolism. There was a shift of substrate preference from fatty acid to glucose in hearts with targeted deletion of BH4 synthesis. The changes in fatty‐acid metabolic profile were associated with a protective effect in response to ischaemia–reperfusion (IR) injury, and reduced infarct size. Manipulating fatty acid metabolism via BH4 availability could play a therapeutic role in limiting IR injury.

## 1 INTRODUCTION

Generation of nitric oxide (NO) in the heart, by nitric oxide synthases (NOS), plays crucial roles in cardiac function and the response to cardiac injury (Schulz et al., 2004). The NO generation process requires the small molecule tetrahydrobiopterin (BH4). Loss of BH4 results in loss of NO generation and increased production of reactive oxygen species (ROS) by NOS, due to loss of enzymatic coupling between l‐arginine oxidation and reduction of molecular oxygen. We have previously shown, using cell specific knockouts of *Gch1*, encoding the required enzyme for BH4 synthesis, guanosine triphosphate cyclohydrolase I (GTPCH), that selective loss of endothelial cell BH4 in vivo induces endothelial NOS (eNOS) uncoupling with alterations in vascular NO and ROS signalling (Bendall et al., 2014; Douglas et al., 2018). Furthermore, we showed that augmentation of cardiomyocyte BH4, by targeted cardiomyocyte over‐expression of *Gch1*, selectively increases cardiomyocyte BH4 levels and augments myocardial NOS activity leading to alterations in myocardial relaxation, and protection against cardiomyopathy induced by diabetes (Carnicer Hijazo et al., 2021). However, the requirement for physiological *de novo* BH4 synthesis within cardiomyocytes remains unclear. Furthermore, BH4 may exert other redox effects on cellular metabolism via non‐canonical, NOS‐independent pathways that may be important in the response to myocardial ischaemia–reperfusion (IR) injury (Bailey et al., 2017).

High cardiac energy demand depends on ATP production with metabolic flexibility that can switch energy fuel source in response to different conditions. Under healthy conditions, fatty acids are the main source of myocardial energy supplying 60–70% of required ATP, as they are the most energy‐dense fuel (Kerr et al., 2017), but require greater oxygen consumption. Thus, under circumstances when oxygen supply is limited, such as in cardiac ischaemia, cardiomyocytes rapidly shift to anaerobic glycolysis in order to increase oxygen efficiency. The impact on metabolic reactions and changes in intracellular signalling pathways during cardiac ischaemia can lead to accumulation of long‐chain fatty acids and stimulation of ROS production (Liepinsh et al., 2013). Suppression of mitochondrial fatty acid oxidation can protect mitochondria from accumulating long‐chain fatty acid and preserve cardiac contractility and function post‐ischaemia (Johnston & Lewandowski, 1991; Liepinsh et al., 2013; Lopaschuk, 2000; Lopaschuk et al., 1990).

Previous studies have suggested that BH4 plays a role in substrate utilisation and cardiac metabolism. In diabetic hearts, increasing intracellular BH4 in cardiomyocytes elevates insulin‐independent glucose uptake and utilisation via neuronal NOS (nNOS)‐mediated pathways (Carnicer Hijazo et al., 2021). Therefore, BH4 could play a role in balancing and regulating cardiac metabolism in response to altered pathophysiological conditions. Furthermore, the availability of BH4 has been shown to modulate cardiovascular autonomic regulations in mouse models and in patients with genetic variants in *Gch1*, independent of NOS expression (Adlam et al., 2012). These findings demonstrate that BH4 has non‐canonical NOS‐independent effects.

Accordingly, we sought to test the requirement for endogenous cardiomyocyte BH4 synthesis in mice with targeted cardiomyocyte deletion of *Gch1*, and to investigate how loss of cardiomyocyte BH4 would alter the functional and metabolic response to cardiac IR injury.

## 2 METHODS

### 2.1 Ethical approval and animal care

The generation and phenotyping of *cmGch1* KO model was carried out in accordance with the Animal (Scientific Procedures) Act 1986, with procedures reviewed by the clinical medicine animal care and ethical review body (AWERB). This study is conducted under project licenses PPL 30/3080 and P0C27F69A at the University of Oxford. Animals were housed in individually ventilated cages (between 4 and 6 mice per cage of mixed genotypes) in specific pathogen‐free conditions. All animals were provided with standard chow (B&K Ltd, Inotiv Mucedola, Milanese, Italy) and water ad libitum and maintained on a 12 h light–12 h dark cycle at controlled temperature (20–22°C) and humidity.

### 2.2 Generation of mice with cardiomyocyte‐specific deletion of *Gch1*

*Gch1^flox/flox^* mice were generated by inserting LoxP sites at either side of exons 2 and 3, which encode the active site of GTPCH, as previously described (Chuaiphichai et al., 2014). Cardiomyocyte‐specific excision of *Gch1* was achieved by crossing *Gch1^flox/flox^* mice with mice expressing heterozygous of α‐myosin heavy chain (α‐MHC)‐driven Cre‐recombinase. Animals expressing *Gch1^floxlflox^* were denoted as WT, and mice with *Gch1^flox/flox^* α‐MHC‐Cre^+/−^ were denoted as cm*Gch1* KO. Littermate controls were used throughout the study. In addition, a batch of *Gch1* ^+/+^ α‐MHC Cre^+/−^ were generated to test the possibility of off‐target effect driven by the Cre recombinase activity. See Supporting information, ‘Supplementary methods’ for details of detecting *Gch1* excision allele and genotyping of the mice. A list of PCR primers is shown in Appendix, Table A1.

### 2.3 Real‐time qPCR analysis of *Gch1* mRNA expression

To confirm the selective deletion of *Gch1* from cardiomyocytes, qRT‐PCR analyses were carried out in isolated adult cardiomyocytes, heart tissue, skeletal muscle and other organs from WT and cm*Gch1* KO mice. β‐Actin was used as an internal control for each sample and the relative quantification of *Gch1* expression between WT and cm*Gch1* KO were determined by the $2^{-\Delta \Delta C_{T}}$ method, where ΔΔ*C*_T_ is the relative fold change to WT. See Supporting information, ‘Supplementary methods’ for detailed protocol.

### 2.4 Measurement of biopterin species

BH4 and oxidised biopterins (BH2 and biopterin) were determined by high‐performance liquid chromatography (HPLC) followed by electrochemical and fluorescence detection, respectively, following an established protocol (Crabtree et al., 2009). Briefly, mice were culled by a Schedule 1 method and the hearts were immediately snap‐frozen in liquid nitrogen. The frozen heart samples were homogenised in 500 μl ice‐cold resuspension buffer (50 mM phosphate‐buffered saline, 1 mM dithiothreitol, 1 mM EDTA, pH 7.4). For isolated adult cardiomyocytes, cells were freeze‐thawed in ice‐cold resuspension buffer three times to break the cell membrane. After centrifugation at 16,000 *g* for 10 min at 4°C, supernatant was removed and ice‐cold acid precipitation buffer (1 M phosphoric acid, 2 M trichloroacetic acid, 1 mM dithioerythritol) was added. Following centrifugation at 16,000 *g* for 10 min at 4°C, the supernatant was removed and injected onto the HPLC system (Jasco, Heckmondwike, UK). Quantification of BH4 and oxidised biopterins was obtained by comparison with external standards and normalised to protein concentration, determined by the bicinchoninic acid protein assay.

### 2.5 Transcriptomic analysis of left ventricular tissue (RNA sequencing)

Total RNA was extracted from the left ventricular tissue of 16‐week‐old WT and cm*Gch1* KO mice (see Supplementary methods in appendix for detail). Extracted RNA was quantified using a NanoDrop spectrophotometer (Thermo fisher Scientific, Carlsbad, USA) and adjusted to 400 ng in 30 μl of ultrapure water; 100 ng of total RNA was used for library preparation. Second strand cDNA synthesis was incorporated with dUTP. The cDNA was end‐paired, A‐tailed and adapter‐ligated. Prior to amplification, samples underwent uridine digestion. The prepared libraries were size selected, multiplexed and quality checked before paired‐end sequencing over two units of a flow cell. Sequencing was performed on a NovaSeq6000 system (Illumina Inc. San Diego, CA, USA) and read counts generated using the tools HISAT2, Picard and feature Counts.

Differential expression analysis by genotype was performed using EdgeR (v 3.28.1) from Bioconductor (Reilingen, Germany). Genes that did not meet the criteria of counts per million (cpm) >3 and a false discovery rate (FDR) <0.05 were excluded from further analysis. The list of differentially expressed genes were then subjected to pathway enrichment analysis by two independent platforms: Ingenuity Pathway Analysis (IPA; Qiagen, Manchester UK) and Cytoscape (v. 3.7.2; Institute for Systems Biology, Seattle, WA, USA) with ClueGo (v. 2.5.6) plugin. Significantly enriched terms (*P* < 0.05) containing a minimum of three genes covering 4% of genes in that term were used to create ClueGo Layouts, where each node represents a GO term. Terms were grouped into networks based on a kappa score level of 0.4.

### 2.6 Western blotting

Frozen left ventricular tissue from 16‐week‐old WT and cm*Gch1* KO mice were homogenised in ice‐cold CelLytic M buffer (Merck Life Science UK Ltd, Gillingham, UK) containing protease and phosphorylase inhibitor cocktails (Roche Applied Science, Mannheim, Germany). The lysates were centrifuged for 5 min at 4°C, and the supernatant were kept for bicinchoninic acid protein assay; 4 μg/μl of samples was prepared using NuPAGE LDS (lithium dodecyl sulfate) Sample Buffer (Thermo Fisher Scientific, Carlsbad, USA) (25%) and reducing agent (10%) (Thermo Fisher Scientific, Carlsbad, USA). Western blotting was carried out using standard protocol with NuPAGE (4–12%, Bis‐Tris) gel and 20 μg of protein were loaded. The working concentration of the primary antibodies were 1:1000, acyl‐coenzyme A dehydrogenase (short‐chain) (Abcam, Cambridge, UK, ab154823), hydroxylacyl‐Coenzyme A dehydrogenase (Abcam ab154088) and long‐chain acyl‐Coenzyme A synthetase (Cell Signalling Technology, MA, USA, 9189S). Appropriate fluorescent secondary antibodies (Li‐Cor Biosciences) were applied, and the membrane were imaged using the Li‐Cor Odessy system. For immunodetection of nNOS (Santa Cruz Biotechnology, Dallas, TX, USA, sc‐5302), horseradish peroxidase‐conjugated secondary antibodies (Promega, Madison, WI, USA) was used.

### 2.7 Triacylglycerol assay

Assessment of intracellular triacylglycerol (TAG) from left ventricular tissue of the mice was measured spectrophotometrically using Randox TAG kit (TR210, Randox Laboratories, Crumlin, UK) following Folch TAG extraction. Briefly, 500 μl of Folch (2:1 chloroform:methanol) was added to 10 mg of tissue and homogenised with a Precellys homogeniser for 30 s at 5500 rpm. The samples were then centrifuged at 5000 *g* at room temperature for 15 min. The lipid phase was transferred into a new Eppendorf tube and evaporated with lid open at 45–50°C for 1.5 h. Two hundred microlitres of ethanol was used to resuspend the samples and left to evaporate overnight at room temperature. The next day, the samples were resuspended in 20 μl of ethanol and then a TAG assay was carried out according to the manufacturer's instructions.

### 2.8 In vivo assessments of cardiac function

In vivo cardiac function assessments were obtained by echocardiography (Vevo 2200, FujiFilm Sonosite Inc, Bedford, UK) at an age of 16 weeks. Mice were anaesthetised (1.5–2% isoflurane in O_2_), body temperature was maintained at 37°C, and images were taken at a heart rate of 480–510 bpm. Cardiac dimension and function were assessed by M‐mode echocardiography. Left posterior wall thickness and left ventricular internal diameter at end‐systole and end‐diastole were measured and values were averaged from three heartbeats. Ejection fraction and fractional shortening were derived from the heart dimensions with in‐built equations of the Vevo2200 system.

### 2.9 ECG recording and analysis

Surface ECGs were obtained in anaesthetised mice (2% isoflurane, 0.5 l/min O_2_) by placing platinum subdermal needle electrodes in each limb, which was connected to an Iso‐DAM8A amplifier (World Precision Instruments, Sarasota, FL, USA) and a CED Power 1401‐3A interface (Cambridge Electronic Design Ltd, Cambridge, UK). ECG data were acquired using Spike2 electrophysiology software (Cambridge Electronic Design). Mice were stabilised for 5 min and the recordings from this period were not included in the analysis. After the stabilisation period, 2‐min consecutive ECG traces were used to form an averaged waveform and the standard ECG parameters were measured: P wave duration, P–Q interval, QRS duration, corrected QT interval (QTc) and R–R interval. QTc values were calculated as per Bazett's formula, modified for mice: $\mathrm{QTc}\;=\;\mathrm{QT}/\surd (\frac{\mathrm{RR}}{100})$ (Mitchell et al., 1998).

### 2.10 *Ex vivo* ischaemia–reperfusion injury model

*Ex vivo* IR injury of the mouse heart was assessed using a Langendorff system as previously described (Moyes et al., 2019). Animals were terminally anaesthetised with intraperitoneal injection of a mixture of heparin (300 U), ketamine (75 mg/kg) and medetomidine (1 mg/kg). Hearts were quickly excised and placed into ice‐cold Krebs–Henseleit (KH) buffer (composition: NaCl 118.5 mM; KCl 4.7 mM; MgSO_4_ 2.4 mM; KH_2_PO_4_ 1.2 mM; glucose 11.9 mM; NaHCO_3_ 25.0 mM; C_3_H_3_NaO_3_ 2.0 mM and CaCl_2_ 1.7 mM; pH 7.4; gassed with 95% O_2_–5% CO_2_). Hearts were retrogradely perfused with KH buffer at constant flow of 2 ml/min, at 37°C. The left atrium was then removed, and an intraventricular balloon inserted into the left ventricle (LV) for measurements of LV developed pressure (LVDP), which was calculated by the difference between systolic and diastolic pressure; heart rate was derived from LV contractions per minute. Hearts were stabilised for 20 min and then global cessation of flow was induced for 35 min, followed by 60 min of reperfusion. Hearts with heart rate less than 280 bpm and LVDP smaller than 70 mmHg after the stabilisation period were excluded.

### 2.11 Triphenyl tetrazolium chloride staining

Following *ex vivo* IR, hearts were removed from the Langendorff and briefly frozen at −20°C then sliced into 1 mm‐thick sections on the transverse axis of the heart. The heart slices were then incubated with 1% triphenyl tetrazolium chloride (TTC) in phosphate‐buffered saline at 37°C for 15 min. After the incubation, excess fluid was removed from the heart sections and then photographed with a scanner on both sides. Infarcted area (white) was measured using ImageJ and expressed as a percentage of total ventricular area. The final infarcted size was averaged from both side of the scanned image.

### 2.12 Metabolomics

To investigate the metabolic changes in response to IR injury, a set of hearts from female WT and cm*Gch1* KO mice were subjected to one of the four time points on the Langendorff mode as described above: (1) sham (75 min perfusion), (2) 35 min ischaemia followed by 30 min reperfusion, (3) 35 min ischaemia plus 5 min reperfusion, and (4) 35 min ischaemia. Whole hearts were immediately snap‐frozen in liquid nitrogen and stored at −80°C; 70–100 mg of the frozen tissue sample were shipped to Metabolon (Durham, NC, USA) on dry ice. Metabolon measured metabolites using ultrahigh performance liquid chromatography–tandem mass spectroscopy (UPLC‐MS/MS). Details of sample preparation and the protocol for UPLC‐MS/MS used by Metabolon has been previously described (Bailey et al., 2019).

### 2.13 Data and statistical analysis

All data are reported as means ± SD. The experimental unit (*n*) was defined as a single animal. Animals of both genotypes were caged together, and animals of both genotypes were derived from more than one cage in all experiments. Age‐ (16 weeks old) and sex‐matched mice were randomly assigned to experiments. Both sexes were used throughout the study unless stated otherwise. Statistical analyses were done using GraphPad Prism version 9.3.0 (GraphPad Software Inc., San Diego, CA, USA). A two‐tailed, unpaired Student's *t*‐test was used to compare two groups affected by one single variable. In the cases of comparing more than two groups affected by one variable, multiple unpaired *t*‐tests were used. Two‐ways ANOVA was used to compare data influenced by two factors, with the Bonferroni *post hoc* test. For all comparisons, *P* < 0.05 was considered statistically significant. RNA‐seq dataset are available on the Gene Expression Omnibus data repository: database accession number: GSE206063.

## 3 RESULTS

### 3.1 Development and characterisation of cm*GCh1* KO mice

We investigated the requirement for BH4 synthesis in cardiomyocytes by targeted deletion of *Gch1*, encoding GTPCH, the enzyme responsible for *de novo* BH4 synthesis (Figure 1a). As shown in Figure 1b, excision of the floxed *Gch1* allele was observed only in cardiomyocytes from cm*Gch1* KO mice, with almost complete abolition of *Gch1* mRNA expression, compared to WT cardiomyocytes (Figure 1c, *P* = 0.0002). In contrast, *Gch1* mRNA expression in whole heart tissue from cm*Gch1* KO hearts was reduced by only ∼60% compared with WT (*P* = 0.0074), indicating that *Gch1* is expressed in other cardiac cells such as endothelial cells and cardiac fibroblasts. Furthermore, there were no differences between WT and cm*Gch1* KO mice in *Gch1* mRNA expression across other tissue types, confirming the specificity of *Gch1* deletion in cardiomyocytes. Moreover, BH4 levels were significantly reduced in *Gch1* KO cardiomyocyte, compared to WT (*P* = 0.0233), but not in the whole heart (*P* = 0.7139) (Figure 1d,e). This observation indicates that BH4 is produced by other cell types in the heart, such as endothelial cells, at a greater level than in cardiomyocytes (Chuaiphichai et al., 2014; Chuaiphichai et al., 2017). Correspondingly, BH4 levels in isolated cardiac endothelial cells between cm*Gch1* KO and WT mice were comparable (*P* = 0.2842) (Appendix, Figure A1a). In addition, total levels of biopterin were reduced in cm*Gch1* KO cardiomyocytes but not the levels of BH2 (Appendix, Figure A1b), suggesting that cardiomyocyte BH2 may be taken up from plasma or other surrounding cells. Furthermore, expression of nNOS, the most abundant NOS subtype in cardiomyocyte, was not altered by BH4 availability (Appendix, Figure A1c).

**FIGURE 1:**
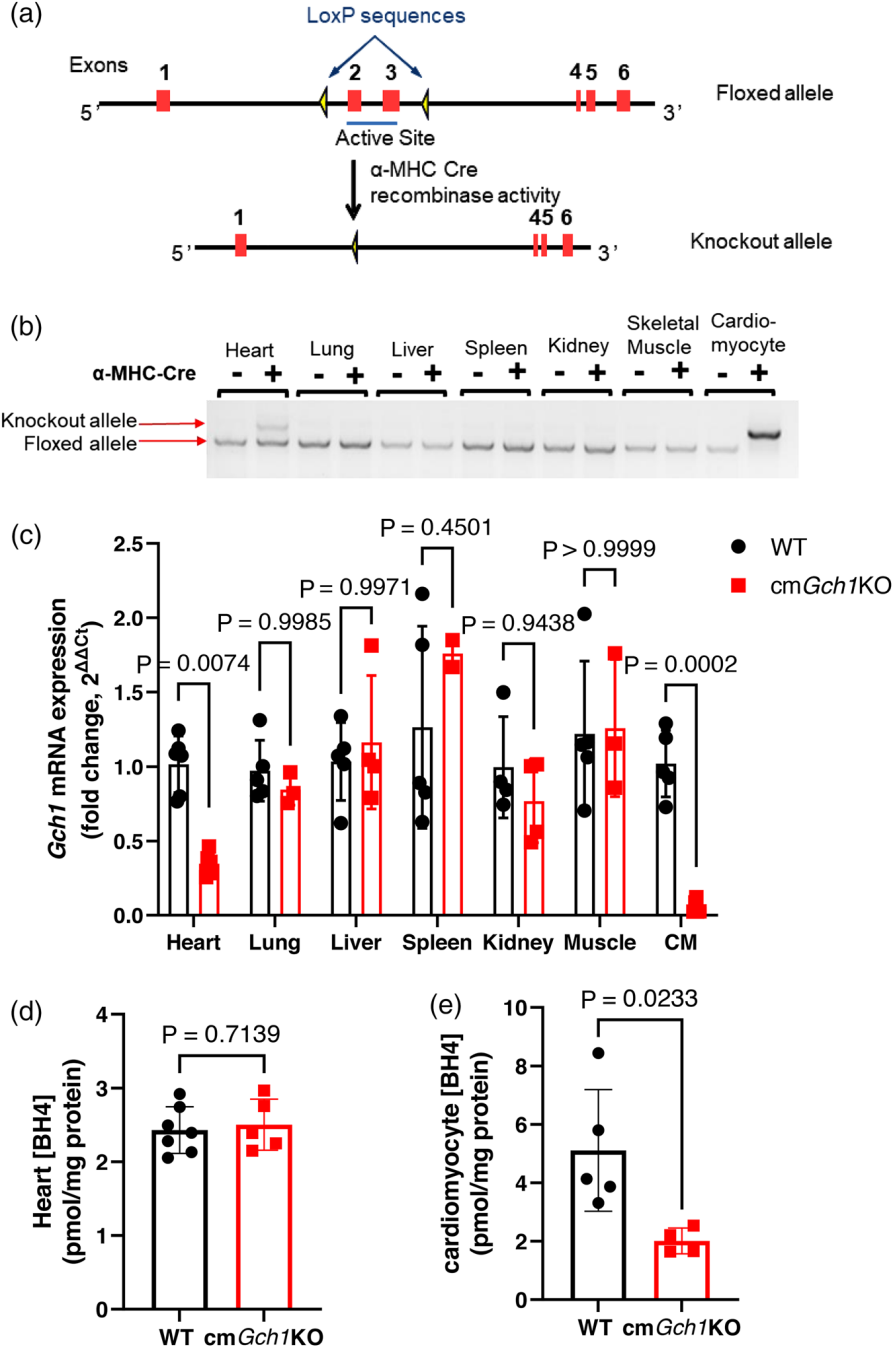
Generation and characterisation of cardiomyocyte‐specific deletion of *Gch1*. (a) Schematic diagram of LoxP site insertion and the resultant excised allele after crossing with α‐MHC Cre line. (b) A representative gel image of genomic DNA PCR products showing the knockout allele and floxed allele in tissue from mice with (+) or without (−) α‐MHC Cre across different tissue types. (c) *Gch1* mRNA expression in different tissues and isolated cardiomyocytes (CM). (d,e) BH4 levels in the heart (d) and in cardiomyocytes (e). Data are presented as means ± SD and analysed using multiple *t*‐tests (c) or an unpaired Student's *t*‐test (d,e). Each data point represents an individual animal.

### 3.2 Transcriptomics reveals substrate metabolic pathway changes in hearts with cardiomyocyte‐specific deletion of *GCh1*

We first sought to investigate whether any gene expression alterations in cm*Gch1* KO mice could have an impact on cardiac metabolism and function. Therefore, we undertook transcriptome analyses of cm*Gch1* KO and WT hearts by RNA sequencing. 

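RNA from the left ventricle of 16-week-old mice was sequenced, with 6 libraries from cmGch1 KO mice and 6 from WT mice. WT mice carried floxed Gch1 alleles, and cmGch1 KO mice carried in addition Cre recombinase driven by the α-MHC promoter, which is active in cardiomyocytes. Effects of Cre and of the loss of Gch1 therefore cannot be told apart in these libraries. The authors made stranded paired-end libraries, generated read counts with HISAT2, Picard and featureCounts, and deposited the counts per gene without normalization. Totals ranged from 22356463 to 37917806 counts in WT libraries, with a median of 32525513, and from 19921398 to 35480715 in cmGch1 KO libraries, with a median of 25349019. The difference in totals was within the spread between libraries (exact permutation test, two-sided, p = 0.212). The mitochondrial gene mt-Co1 had the most counts in each library, between 5.41% and 9.44% of the total. Counts were normalized by edgeR's TMM method, and the 11225 genes with a cpm (counts scaled by library size) over 3 in at least 6 libraries were tested between the genotypes.

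The deleted gene, Gch1 (ENSMUSG00000037580), lies on the minus strand of chromosome 14 from 47153895 to 47189413 in GENCODE M21, the annotation of the mouse build GRCm38. Its expression was 10.7 ± 0.979 cpm (SD, n = 6) in WT and 5.51 ± 0.859 cpm (SD, n = 6) in cmGch1 KO hearts, and each library held at least 96 counts of it. The log2 fold change was -0.96 (standard error 0.11, adjusted p = 6.88e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This left 51.3% of the WT level. The deletion removes only some exons while counts are per gene, so reads of the remaining exons would still count. The level of intact transcript may therefore be lower. Every cmGch1 KO library was below every WT library (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 libraries against 6 allow). On the authors' normalized values in place of the counts, the alternative that moved Gch1 most, the log2 difference was -0.66.

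The labels give no sex for the libraries, and the statistics section states that mice of both sexes were used and matched. Xist, which is transcribed from the inactive X chromosome, was at 94.1 cpm in cmGch1 KO replicate 2 and at 106 cpm in cmGch1 KO replicate 3, which had 0 counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. A count of 0 allows up to 0.151 cpm in replicate 2 and up to 0.138 cpm in replicate 3, as an upper limit for counting error alone. In the other 10 libraries Xist was at most 0.236 cpm and the Y-linked genes summed to between 166 and 191 cpm. Sequencing ran over more than 1 unit of a flow cell, and the labels do not say which library ran on which unit.

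**Figure D1:**
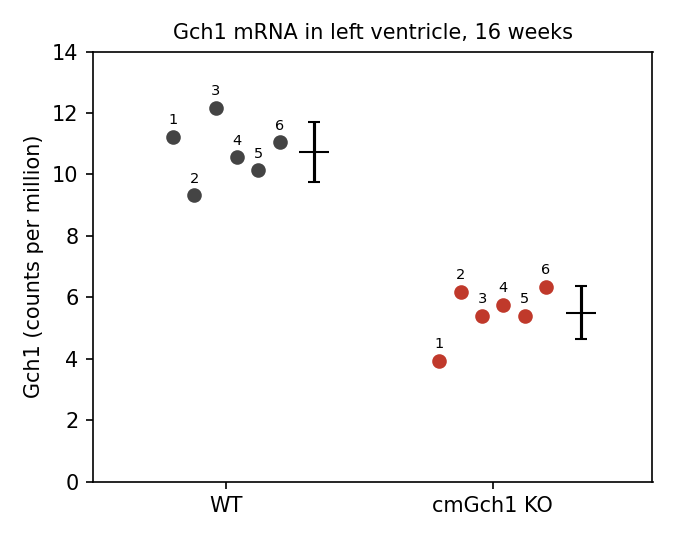
Gch1 expression in cpm in each of the 6 WT and 6 cmGch1 KO libraries, with replicate numbers beside the points and the mean and SD of each genotype as a horizontal line and a vertical bar. WT libraries lie between 9.32 and 12.2 cpm and cmGch1 KO libraries between 3.94 and 6.35 cpm.

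**Figure D2:**
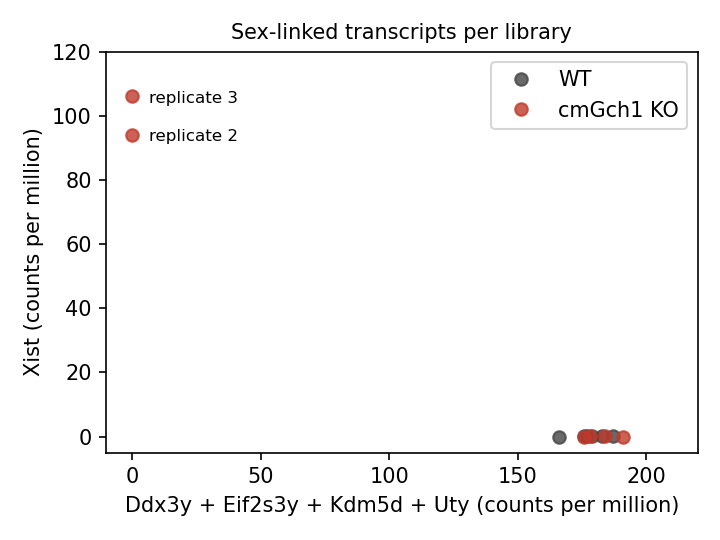
Xist against the sum of 4 Y-linked genes, both in cpm, in each of the 12 libraries. The cmGch1 KO replicates 2 and 3 lie apart from the other 10 libraries, with high Xist and without Y-linked counts.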

We found 174 genes that were downregulated and 197 genes that were upregulated in cm*GCh1* KO hearts compared with WT. 

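At an FDR under 0.05, 50 genes were lower and 76 genes were higher in cmGch1 KO hearts than in WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 39.7% of the 126 genes were lower. At an unadjusted p under 0.05, 506 genes were lower and 787 genes were higher. In 102 of the 126 genes the cmGch1 KO libraries did not overlap the WT libraries. Of all tested genes 210 showed such a separation, where chance gives it for 0.216% of genes. The change was smaller than 1.5 fold for 60 of the 126 genes.

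Among the largest falls by log2 fold change were those of Acsm5 (-1.57), Pfkfb1 (-1.37), Amy1 (-1.37) and Adra1a (-1.04). Reads of Amy1 could have been split by the counting between it and the near-identical amylase genes beside it, so its value is uncertain. The largest rises were those of Gdf15 (1.94), Mthfd2 (1.85), Nppa (1.53), Klhdc7a (1.53) and Tmprss13 (1.40). Adra1a and Nppa did not keep an FDR under 0.05 when the sex-linked expression was a covariate, and of the 12 fits that each left out 1 library Adra1a kept it in 5 and Nppa in 6.

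The counts moved most with 1 surrogate variable from svaseq as a covariate, with 331 genes lower and 305 higher, the 126 genes among them. With sex-linked expression as a covariate (Xist minus the Y-linked genes), 24 genes were lower and 40 higher. With scaling by library size alone, 36 genes were lower and 116 higher, so that 23.7% of the calls were lower. Leaving out 1 library in turn gave between 31 and 98 lower genes and between 43 and 118 higher genes, the most of both without cmGch1 KO replicate 1.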

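The log2 cpm of the tested genes, centred by gene and not scaled, were decomposed into principal components over the 12 libraries. The first component held 32.5% of the variance and the second 20.9%, or 53.4% for both. Scores on the first component were 2.07 ± 16.0 (SD, n = 6) in WT and -2.07 ± 17.2 (SD, n = 6) in cmGch1 KO libraries, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.662). On the second component they were -9.0 ± 5.48 (SD, n = 6) in WT and 9.0 ± 11.7 (SD, n = 6) in cmGch1 KO libraries (exact permutation test, two-sided, p = 0.00866, and 0.0173 after Benjamini-Hochberg adjustment over the 2 components). The ranges on the second component overlapped, from -16.3 to -1.21 in WT and from -6.64 to 23.1 in cmGch1 KO libraries. With the 500 genes of largest variance in place of the tested genes, both components held 49.8%, and the genotypes then differed on the first component in place of the second.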

A principal component analysis (PCA) captured 47.3% of the transcriptome data, and the data were plotted based on the similarities of the sample gene expression (Figure 2a). 

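Distances between the libraries were taken as Euclidean distances on the log2 cpm and joined by complete linkage. With the tree divided into 2 clusters, each cluster held 3 WT and 3 cmGch1 KO libraries (Fisher's exact test, two-sided, p = 1). The nearest library to a given library was of its own genotype for 9 of the 12 libraries, 5 of them WT and 4 of them cmGch1 KO. Average linkage gave a cluster of 6 WT and 4 cmGch1 KO libraries beside a cluster of 2 cmGch1 KO libraries (Fisher's exact test, two-sided, p = 0.455).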

Hierarchical clustering was then performed based on the whole transcriptomic profiles and showed no clear clustering of WT versus cm*Gch1* KO samples (Appendix, Figure A2). Although there was no distinctive clustering between the genotypes, pathway enrichment analysis using Cytoscape ClueGo revealed downregulation of genes involved in fatty acid metabolism in cm*Gch1* KO hearts, whilst genes related to glycolysis were upregulated (Figure 2b). 

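The gene ontology terms behind ClueGo were not used here, and each pathway was taken as a list of its enzymes. The pathways themselves were picked out by the study on the same libraries. Of the 31 genes listed for fatty acid beta-oxidation, 30 were tested, and 26 of these were lower in cmGch1 KO hearts. The median log2 fold change was -0.18 (adjusted p = 1.21e-07 by camera from limma with a preset correlation of 0.01, Benjamini-Hochberg adjustment over 29 lists). The call held under fry (adjusted p = 0.0144) and did not hold when camera estimated the correlation between the genes (adjusted p = 0.121). No gene of the list had an FDR under 0.05 over all tested genes, 13 were lower at an unadjusted p under 0.05, and 10 passed when adjusted over the list alone. The 25 listed genes that are outside the paper's fatty acid metabolism term had a median of -0.16 (p = 1.41e-05 by camera), with 21 of them lower. Scaling by library size alone, which raised the median of all tested genes to 0.07, moved the list's median most, to -0.11.

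For glycolysis, 18 of 22 listed genes were tested, of which 11 were higher and 7 were lower in cmGch1 KO hearts. The median log2 fold change was 0.06, and the list as a set did not differ (adjusted p = 0.56 by camera, and 0.3 by fry). Hk1 rose from 192 ± 11.4 to 251 ± 30.9 cpm (SD, n = 6 each), a log2 fold change of 0.39 (standard error 0.08, adjusted p = 0.0407 from edgeR's quasi-likelihood test). This call held in 1 of the 12 fits that each left out 1 library. Pfkp rose from 55.1 ± 5.4 to 77.1 ± 8.38 cpm, a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.0135 from the same test). Stricter filters on low expression, which leave fewer genes of the list, brought it past the threshold, for example an average log2 cpm over 3 (median 0.08, adjusted p = 0.0114 by camera, within a range from 0.0114 to 0.75 over the alternatives). Gapdh, Pgk1, Eno1, Tpi1 and Pgam1 have near-identical copies elsewhere in the genome, between which the counting could have split their reads.

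**Figure D3:**
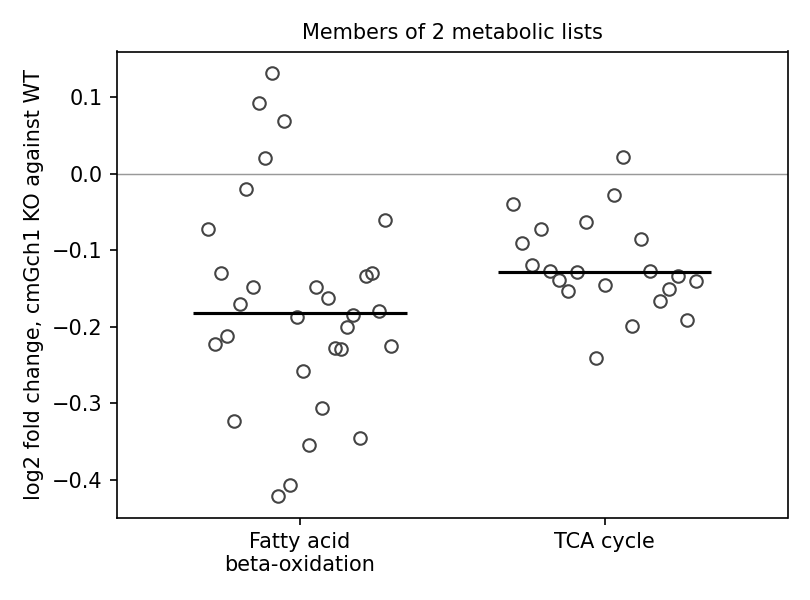
Log2 fold change of cmGch1 KO against WT for each tested gene of the lists for fatty acid beta-oxidation and the TCA cycle. Each circle is 1 gene, and horizontal lines are the list medians, both of which lie below 0. No gene shown has an adjusted p under 0.05 over all tested genes.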

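Gpcpd1, Acsl6, Mid1ip1, Ech1, Hadh, Acacb, Acads, Eci1, Dgat2, Acss1, Pccb and Pcca were tested as 12 genes of fatty acid metabolism. All 12 were lower in cmGch1 KO hearts, with a median log2 fold change of -0.32 (as a set, adjusted p = 1.55e-14 by camera and 0.00803 with an estimated correlation). At an FDR under 0.05 over all tested genes, Gpcpd1 and Mid1ip1 were called. Gpcpd1 was at -0.59 (standard error 0.11, adjusted p = 0.0189 from edgeR's quasi-likelihood test) and Mid1ip1 at -0.42 (standard error 0.09, adjusted p = 0.0431). Of the 12 fits that each left out 1 library, the call of Gpcpd1 held in 10 and that of Mid1ip1 in 3. The log2 fold changes of the others were -0.42 for Acsl6, -0.36 for Ech1, -0.35 for Hadh, -0.32 for Acads, -0.31 for Acacb and for Eci1, -0.29 for Dgat2, -0.27 for Acss1 and for Pccb, and -0.26 for Pcca. Their adjusted p-values lay between 0.0611 for Pcca and 0.274 for Acacb. Each of the 12 genes passed when adjusted over the list alone, but the study chose the list on these libraries, so this is not independent evidence. With 1 surrogate variable as a covariate 11 of the 12 were called, and with sex-linked expression as a covariate 0 were. Without cmGch1 KO replicate 1, 5 of the 12 genes were called, and none without WT replicate 3 or without cmGch1 KO replicate 3.

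**Figure D4:**
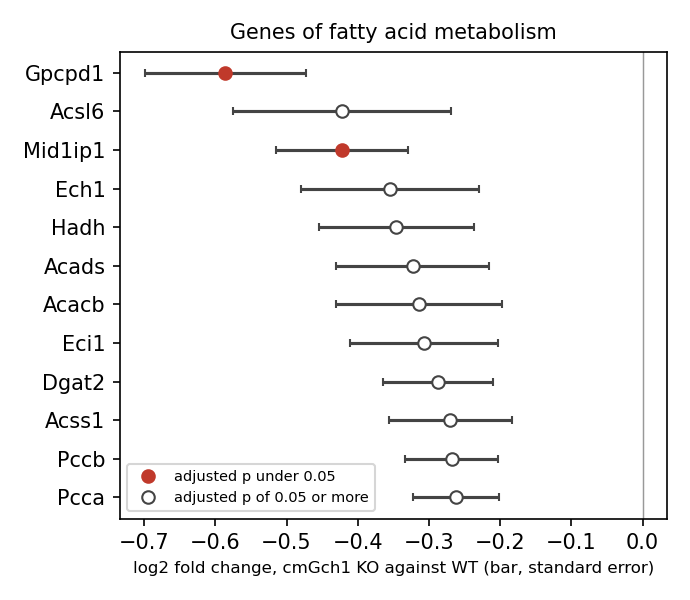
Log2 fold change of cmGch1 KO against WT for the 12 genes, with bars of 1 standard error on each side. Circles are filled for Gpcpd1 and Mid1ip1, the genes with an adjusted p under 0.05 over all tested genes. Every circle lies below 0.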

Genes associated with the ClueGo term ‘fatty acid metabolism’ are listed in Appendix, Table A2. In addition, regulation of gluconeogenesis, tricarboxylic acid cycle, coenzyme metabolic processes and sodium membrane transport were downregulated, whereas pathways associated with cardiac muscle contraction, cellular response to mechanical stimulus, cyclic nucleotide process and cyclin‐dependent protein kinase were upregulated.

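Lists were tested for 6 of these groups, while coenzyme metabolic processes and the response to mechanical stimulus were not analysed here as lists. The study picked these groups on the same libraries, so a list that passes is not independent evidence. Of the 21 genes of the TCA cycle, 20 were lower in cmGch1 KO hearts, with a median log2 fold change of -0.13 (adjusted p = 8.86e-05 by camera). The call held under fry (adjusted p = 0.00458) and not with an estimated correlation (adjusted p = 0.101). No gene of the TCA cycle list had an FDR under 0.05, and 7 were lower at an unadjusted p under 0.05. Of 15 tested genes of the regulation of gluconeogenesis, 12 were lower, with a median of -0.17 (adjusted p = 5.3e-05 by camera, 0.0049 by fry and 0.0532 with an estimated correlation). Its genes with an FDR under 0.05 were Fbp2 (-0.63), Gpt2 and Gpt. The call of Fbp2 held in 4 of the 12 fits that each left out 1 library.

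The 16 genes of sodium transport had a median of -0.03 (adjusted p = 0.592 by camera). The 25 genes of cardiac muscle contraction had a median of -0.05 (adjusted p = 0.56 by camera), with Kcnq1 (0.33) and Adra1a called in opposite directions, Kcnq1 in 7 of the 12 fits that each left out 1 library. The 21 cyclic nucleotide genes, with no gene called and 2 lower and 2 higher at an unadjusted p under 0.05, had a median of 0.00 (adjusted p = 0.667 by camera). The 17 genes around cyclin-dependent kinases had a median of -0.02 (adjusted p = 0.179 by camera and 0.00938 by fry), with 11 of them lower and 6 higher. No gene of that list was called, and 4 were higher at an unadjusted p under 0.05. The mean of that list, unlike its median, was higher in every cmGch1 KO library than in every WT library (exact permutation test, two-sided, p = 0.00216). The medians of these 4 lists changed sign when libraries were scaled by library size alone.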

**FIGURE 2:**
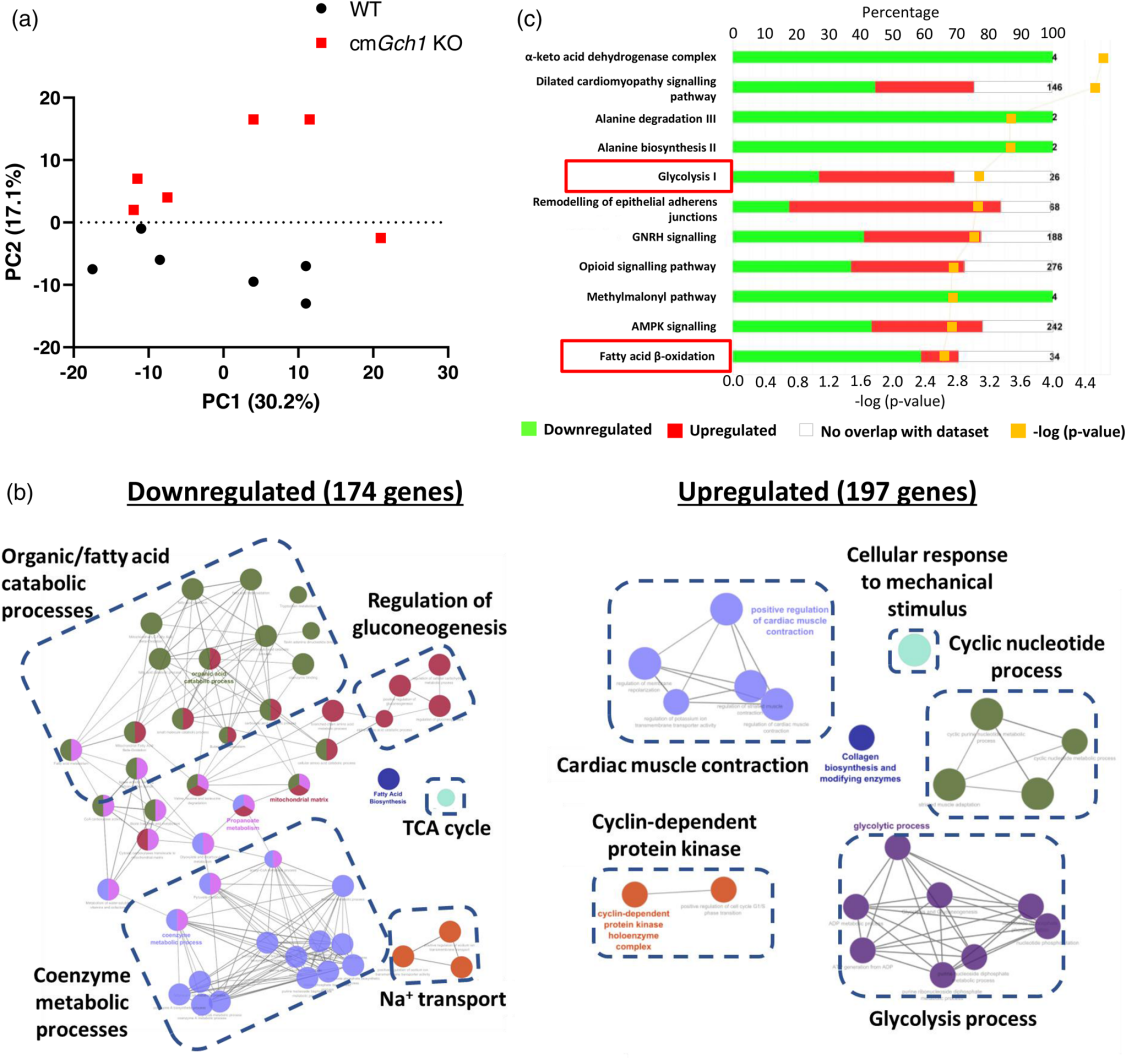
RNA sequencing of hearts from WT and cm*GCh1* KO mice reveals downregulation of fatty acid metabolism genes. (a) Principal component (PC) analysis plot of RNA‐seq data of WT and cm*Gch1* KO hearts. (b) Cytoscape layout of pathway analysis using ClueGo plug‐in; each node represents a GO term and they are connected if 4% of genes overlapped. (c) Enrichment pathway analysis of the RNA‐seq data using IPA software. Percentages of downregulated and upregulated genes over the total known genes associated with the pathways are shown in green and red, respectively*. P‐*value of the pathway significance is shown by yellow squares*. n* = 6, genes with FDR < 0.05 are considered significantly differentially expressed and used in pathway analysis. TCA, tricarboxylic acid.

Similarly, IPA pathway analysis also revealed enrichment of genes involved in glycolysis and fatty acid metabolism (Figure 2c). 

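Lists were also tested for pathways shown in Fig. 2c. The 4 genes of the branched-chain α-keto acid dehydrogenase complex had a median log2 fold change of -0.37 (adjusted p = 4.61e-06 by camera), and all 4 were lower in cmGch1 KO hearts. Of these, Bckdhb had an FDR under 0.05, at -0.46 (standard error 0.08, adjusted p = 0.0086 from edgeR's quasi-likelihood test). The alanine transaminases, Gpt at -0.31 and Gpt2 at -0.37, had adjusted p-values of 0.0417 and 0.0114 from edgeR's test, and as a list of 2 a median of -0.34 (adjusted p = 3.02e-05 by camera). The call of Gpt held in 2 of the 12 fits that each left out 1 library. The 4 genes of the methylmalonyl pathway had a median of -0.19 (adjusted p = 0.00223 by camera), with 0 called and 2 lower at an unadjusted p under 0.05. These 3 lists also passed under fry and with an estimated correlation, where the largest adjusted p was 0.0298. The study picked these pathways on the same libraries, so their passing is not independent evidence. Pcca and Pccb of the methylmalonyl list are also among the fatty acid metabolism genes tested above.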

Taken together, both the Cytoscape ClueGo platform and IPA pathway analysis independently identified a change in energy metabolism, favouring a metabolic shift within the myocardium towards glycolysis and away from fatty acid oxidation in cm*Gch1* KO hearts.

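The mean log2 expression of the fatty acid beta-oxidation list, centred over the 12 libraries, was 0.09 ± 0.08 (SD, n = 6) in WT and -0.09 ± 0.09 (SD, n = 6) in cmGch1 KO hearts (exact permutation test, two-sided, p = 0.0108). From the pathways enriched among the differentially expressed genes on both platforms, the paper concludes that energy metabolism in the myocardium shifts towards glycolysis and away from fatty acid oxidation.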

### 3.3 Enzymes involved in fatty acid catabolism are downregulated in cardiomyocyte‐specific deletion of *Gch1*

In keeping with downregulated fatty acid metabolism discovered in pathway enrichment analysis, we next identified that protein levels of three key enzymes involved in fatty acid oxidation (acyl‐CoA synthetase, acyl‐CoA dehydrogenase and hydroxyacyl‐CoA dehydrogenase) were decreased in cm*Gch1* KO hearts (*P* = 0.0086, *P* = 0.0409 and *P* = 0.0390, respectively) (Figure 3a–c). Fatty acids imported into the heart can either be oxidised in the mitochondria or esterified into TAG. The decrease in fatty acid oxidation enzymes was accompanied by a significant increase in myocardial TAG concentration in cm*Gch1* KO cardiac tissue compared to WT (*P* = 0.0323) (Figure 3d), demonstrating a diversion of fat away from catabolic and into anabolic pathways. A schematic diagram of fatty acid processes is illustrated in Figure 3e. Fatty acid oxidation takes place in mitochondria. Mitochondrial DNA copy number was lower in cm*Gch1* KO compared to WT hearts (*P* = 0.0182) (Appendix, Figure A3), consistent with the downregulation of fatty acid oxidation. In line with this, mitochondrial oxidative phosphorylation using the glycolysis product pyruvate, fatty acid derivatives, palmitoyl coenzyme A and palmitoyl carnitine showed no differences in oxygen consumption rate in isolated mitochondria from WT and cm*Gch1* KO hearts (Appendix, Figure A3), demonstrating that the activity of enzymes involved in cardiomyocyte oxidative phosphorylation is not altered by BH4 deficiency.

**FIGURE 3:**
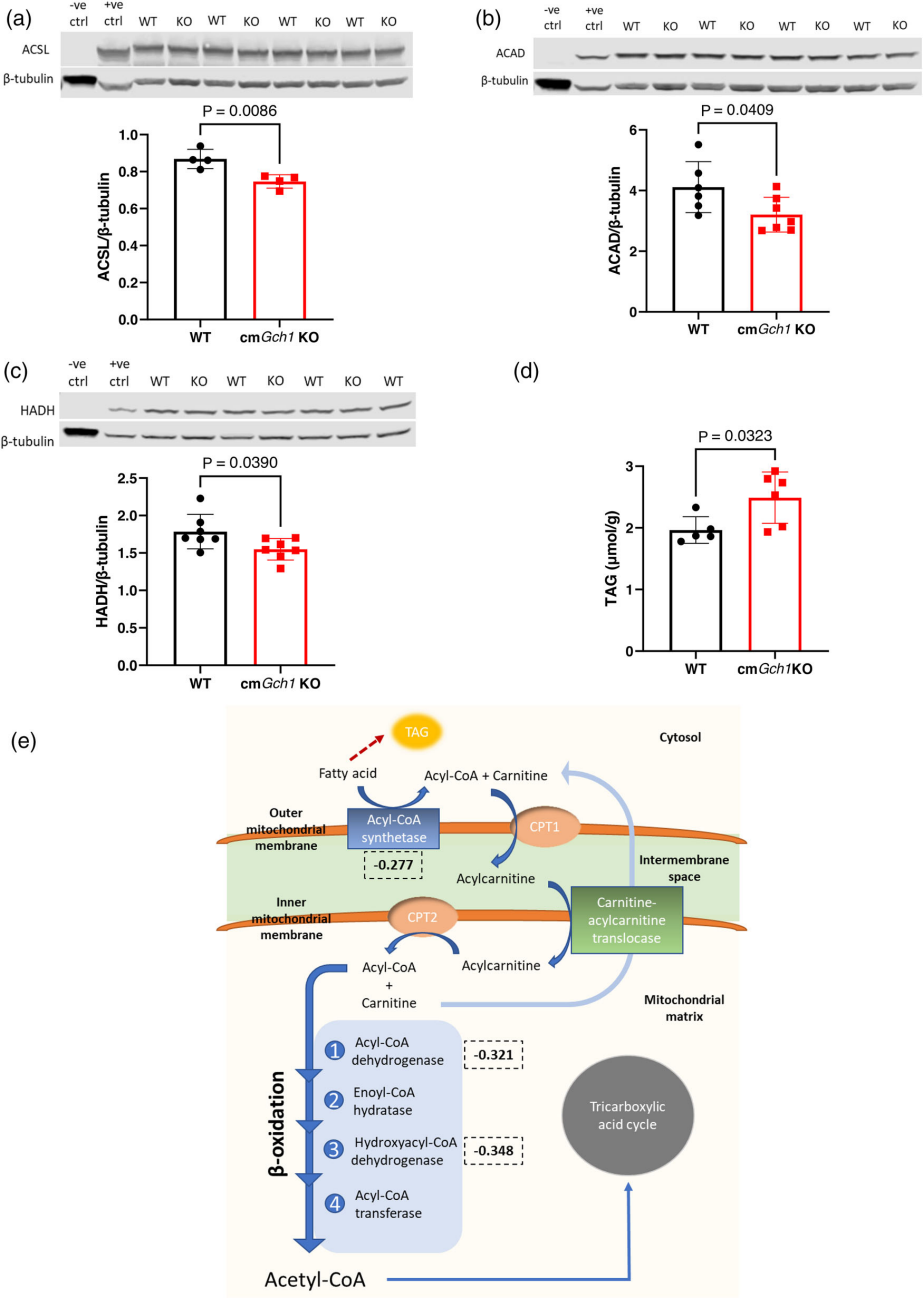
Downregulation of enzymes involved in fatty acid oxidation in cm*Gch1* KO hearts. (a–c) Protein levels of three key fatty acid oxidation enzymes (ACSL, acyl‐coenzyme A synthase (long‐chain); ACAD, acyl‐coenzyme A dehydrogenase; HADH, hydroxylacyl‐coenzyme A dehydrogenase). Brain and liver tissues were used as negative (−ve) and positive (+ve) controls, respectively. (d) Intracellular triacylglycerol (TAG) levels are increased in cm*Gch1* KO hearts compared to WT. (e) A schematic diagram of fatty acid catabolism pathway. Fatty acid can either undergo oxidation for ATP production or be incorporated into TAG. Fold changes (log) of mRNA expression by RNA sequencing are shown in dotted boxes. Data are presented as means ± SD and analysed using unpaired Student's *t*‐test. Each data point represents an animal used.

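Other genes of the enzyme classes in this scheme were chosen by enzyme class, after their values had been seen. Among the long-chain acyl-CoA synthetases, the log2 fold change of cmGch1 KO against WT was -0.15 for Acsl1 (standard error 0.09), 0.09 for Acsl3 (0.10), 0.02 for Acsl4 (0.08) and 0.13 for Acsl5 (0.07). For the acyl-CoA dehydrogenases it was -0.17 for Acadvl (0.07), -0.13 for Acadl (0.06) and -0.21 for Acadm (0.07), again with standard errors in parentheses. For the subunits of the trifunctional protein, which also carries a hydroxyacyl-CoA dehydrogenase, it was -0.13 for both Hadha (0.07) and Hadhb (0.08). None of these genes had an adjusted p under 0.05 over all tested genes (edgeR's quasi-likelihood test), and Acadvl and Acadm had an unadjusted p under 0.05. The acyl-CoA synthetase that is among the 12 genes of Table A2 besides Acsl6 is Acss1, a short-chain enzyme.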

### 3.4 Deletion of cardiomyocyte *Gch1* has no effect on basal cardiac function

We next investigated whether the metabolic changes observed in the hearts of cm*Gch1* KO mice impacted on cardiac function. We did not observe significant changes in echocardiographic parameters of cardiac dimensions or function between cm*Gch1* KO and WT, in either female or male animals (Table 1), nor were there any differences in heart rate or ECG characteristics (Table 2). Loss of *Gch1* expression in cardiomyocytes did not affect blood pressure (Appendix, Figure A4).

**TABLE 1:** Basal cardiac dimensions and function.

Baseline cardiac function	WT	cm*Gch1* KO	*P*
Female			
LVID;d (mm)	3.40 ± 0.17	3.40 ± 0.25	0.968
LVID;s (mm)	1.95 ± 0.21	2.02 ± 0.22	0.494
LVPW;d (mm)	0.64 ± 0.13	0.68 ± 0.12	0.503
LVPW;s (mm)	1.16 ± 0.08	1.17 ± 0.13	0.906
EF (%)	74.80 ± 4.74	72.64 ± 3.84	0.304
FS (%)	42.81 ± 4.35	40.83 ± 3.28	0.292
Male			
LVID;d (mm)	3.65 ± 0.16	3.71 ± 0.30	0.5
LVID;s (mm)	2.04 ± 0.22	2.14 ± 0.39	0.451
LVPW;d (mm)	0.82 ± 0.11	0.84 ± 0.13	0.709
LVPW;s (mm)	1.36 ± 0.10	1.35 ± 0.09	0.788
EF (%)	75.97 ± 4.71	74.16 ± 7.25	0.454
FS (%)	44.10 ± 4.28	42.81 ± 6.55	0.553

Unconscious echocardiography measurements were taken from 16‐week‐old mice. Data are presented as mean ± SD and analysed using Student's *t*‐test for comparison of genotype in each parameters. WT, female *n* = 9, male *n* = 13; cm*Gch1* KO, female *n* = 9, male *n* = 14. LVID, left ventricular internal diameter; LVPW, left ventricular posterior wall; s, at end‐systole; d, at end‐diastole; EF, ejection fraction; FS, fractional shortening.

**TABLE 2:** Baseline ECG parameter.

Baseline ECG (ms)	WT	cm*Gch1* KO	*P*
Female			
P wave duration	14.40 ± 1.05	14.41 ± 1.24	0.985
P–Q interval	42.38 ± 2.15	40.70 ± 4.25	0.409
QRS duration	10.44 ± 1.07	11.05 ± 0.37	0.22
QTc	48.73 ± 6.90	46.43 ± 4.72	0.516
R–R interval	120.99 ± 6.29	125.11 ± 11.52	0.459
Heart rate (bpm)	485.0 ± 23	495 ± 39	0.591
Male			
P wave duration	13.95 ± 1.88	14.25 ± 0.91	0.63
P–Q interval	36.18 ± 2.38	37.96 ± 2.66	0.116
QRS duration	10.16 ± 0.70	10.76 ± 0.67	0.054
QTc	55.44 ± 4.81	52.53 ± 7.22	0.289
R–R interval	117.21 ± 15.96	123.80 ± 12.13	0.284
Heart rate (bpm)	519 ± 64	489 ± 50	0.229

Unconscious ECGs were taken from 16 weeks old WT and cm*Gch1* KO mice. Data are presented as means ± SD and analysed using Student's *t*‐test for comparison of genotype in each parameters. WT, female *n* = 6, male *n* = 10; cm*Gch1* KO, female *n* = 6, male *n* = 12.

### 3.5 Cardiomyocyte‐specific deletion of *Gch1* protects against ischaemia–reperfusion injury

Since cardiomyocyte‐specific loss of BH4 did not impact on basal cardiac function, we next used the Langendorff isolated heart model to test whether cardiomyocyte BH4 deficiency would alter cardiac function in response to cardiac injury. Deletion of *Gch1* in cardiomyocytes of cm*Gch1* KO mice protected against IR injury as demonstrated by improved recovery of left ventricular function (*P* = 0.0347) (Figure 4a). In female cm*Gch1* KO mice, there was a significant reduction in hyper‐contracture at the initial phase of reperfusion compared to WT, and thereafter left ventricular function was persistently superior to WT, suggesting a protective mechanism that arises during the early phase of reperfusion. The greater recovery in left ventricular function was associated with a significantly reduced infarct size (WT, 58.85 ± 9.02%; cm*Gch*1 KO 42.19 ± 7.19%; *P* = 0.0077). However, the LVDP recovery in male between WT and cm*Gch1* KO did not reach statistical significance (*P* = 0.1016) and there were no differences in the final infarct size (*P* = 0.5092) (Figure 4c,d). In addition, there was no difference in coronary perfusion pressure and heart rate between the genotypes (Appendix, Figure A5). To assure that the phenotype observed were not due to off‐target effects of α‐MHC Cre activity, we subjected *Gch1^+/+^* α‐MHC Cre^+/−^ control hearts to the IR injury protocol. We observed similar LVDP recovery patterns between *Gch1^+/+^* α‐MHC Cre^+/−^ and WT hearts and no difference in infarct size (*P* = 0.1950 and *P* = 0.5815) (Appendix, Figure A6), indicating that the protective phenotype only occurs in cm*Gch1* KO hearts.

**FIGURE 4:**
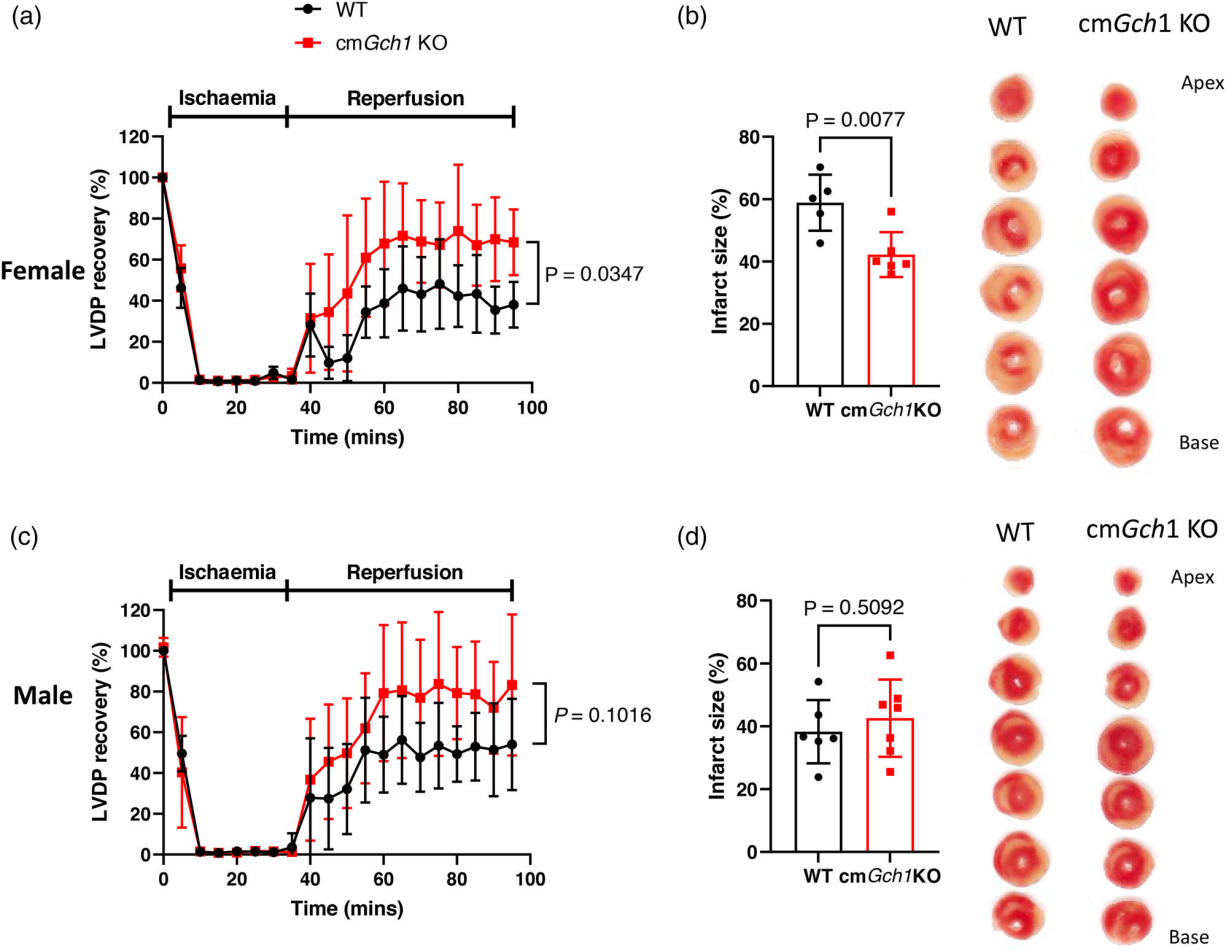
Genetic deletion of *Gch1* in cardiomyocyte protects against ischaemia–reperfusion injury. Recovery of left ventricular development pressure (LVDP) and final infarct size in female (a,b) and male (c,d) from WT and cm*Gch1* KO mice subjected to 35 min global ischaemia (zero flow) followed by 60 min reperfusion. Representative scanned images of infarcted heart sections are shown. Data are presented as means ± SD and analysed using two‐way ANOVA with Bonferroni *post hoc* test (a,c) or unpaired Student's *t*‐test (b,d). Each data point represents an individual animal (*n* = 5–7 per group).

### 3.6 Post‐ischaemic metabolomic profiles

We hypothesised that the protective phenotype observed in cm*Gch1* KO mice in response to IR injury could be due to altered cardiac metabolism, favouring glycolysis with downregulation of fatty acid oxidation. To investigate the effects of cardiomyocyte‐specific deletion of *Gch1* on the metabolic response to IR injury, we undertook a non‐biased metabolomics analysis, using female mice as the effect on IR injury was more prominent. Hearts from WT or cm*Gch1* KO mice were immediately snap‐frozen in liquid nitrogen at one of four time‐points: (1) sham, (2) 35 min ischaemia followed by 30 min reperfusion (I + R30), (3) 35 min ischaemia plus 5 min reperfusion (I + R5), and (4) 35 min ischaemia (I) (Figure 5a). The PCA plot (Figure 5b) showed the sham and ischaemia groups as distinctive clusters, reflecting the marked metabolic changes induced by ischaemia. The ischaemia plus reperfusion groups were clustered between the sham and ischaemia groups, with overlapping of the 5 min and 30 min reperfusion. However, there was no strong separation between the WT and cm*GCh1* KO samples within each condition (Appendix,Figure A7), indicating that the effect of *Gch1* deletion on the cardiomyocyte response to IR is not associated with global changes in cardiac metabolites.

**FIGURE 5:**
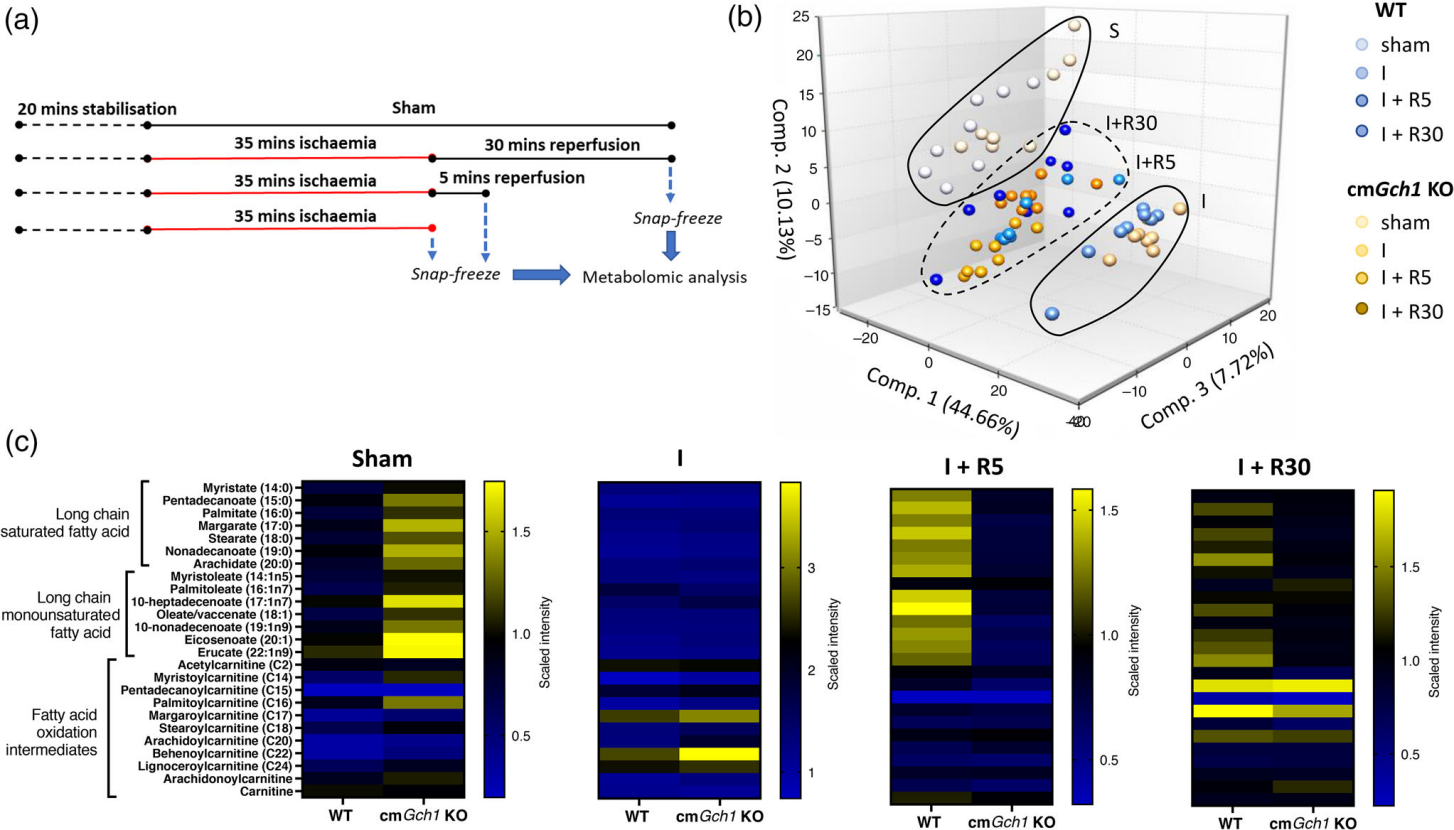
Metabolomic analysis of long‐chain fatty acid and its oxidation intermediates from WT and cm*Gch1* KO hearts in response to *ex vivo* ischaemia–reperfusion (IR) injury. (a) A diagram showing the sample collection protocol. Langendorff isolated hearts were subjected to sham, 35 min global ischaemia (I), or 35 min global ischaemia followed by either 5 min reperfusion (I + R5) or 30 min reperfusion (I + R30). Snap‐frozen samples were subject to metabolomic analysis. (b) Principal component analysis plot of the metabolomic data from the IR injury hearts. Shapes are drawn around the data points for visualisation. (c) Heatmaps showing levels of long‐chain fatty acids and their oxidation intermediates at each time point of IR. Data are presented as the mean scaled intensity, normalised from the original raw detection intensity. *n* = 7–8 in each group.

Accordingly, we next sought to identify specific groups of metabolites, and pathways that might underlie the differences in the response to IR injury between cm*Gch1* KO and WT hearts. We found that a large group of long‐chain fatty acids increased in cm*Gch1* KO samples compared to WT (Figure 5c). However, the mitochondrial intermediates of fatty acid oxidation, namely the long‐chain and medium‐chain acyl carnitines, were not different between WT and cm*Gch1* KO, demonstrating again that the changes in metabolism in cm*Gch1* KO hearts were occurring at the level of the mitochondria and driving upstream accumulation of fatty acids within the cytosol. In WT mice the levels of long‐chain fatty acids were higher in the groups subject to I, I + R5 and I + R30 compared with sham (Appendix, Figure A8a). In contrast, in cm*Gch1* KO mice the I + R5 group had the lowest levels of long‐chain fatty acids compared with sham and I groups (Appendix, Figure A8b). When comparing the genotypes in each condition (Figure 5c), the levels of fatty acid at I + R5 were higher in WT than cm*Gch1* KO mice, illustrating a key mechanism that could have led to the protective phenotype of the cm*Gch1* KO hearts.

## 4 DISCUSSION

This study identifies and characterises a requirement for cell‐specific synthesis of BH4 in cardiomyocytes, using a novel targeted mouse model of cardiomyocyte deletion of *Gch1*. The principal findings are that, first, loss of *de novo* BH4 synthesis by genetic deletion of *Gch1* within cardiomyocytes results in cardiomyocyte BH4 deficiency, but without complete loss of cardiac BH4 levels, reflecting the contribution of BH4 synthesis in endothelial cells and fibroblasts. Second, cardiomyocyte‐specific *Gch1* deletion is associated with altered myocardial fatty acid metabolism, with reduced levels of fatty acid oxidation enzymes, increased long‐chain fatty acid and TAG levels. Third, the altered energy metabolism in the heart due to cardiomyocyte BH4 deficiency does not affect basal cardiac function, but alters the response to IR injury, with improved functional recovery after IR, and reduced infarct size. These molecular and physiological effects modulated by BH4 availability could possibly be via NOS‐independent pathways as NOS expressions were not altered in *Gch1* KO hearts. Taken together, these findings identify new cell‐specific roles and requirements for *Gch1* and BH4 in cardiomyocyte fatty acid metabolism, and the response to myocardial IR injury.

The cm*Gch1* KO mouse provides a new model to understand the cell‐ and tissue‐specific relationships between *Gch1* expression, BH4 synthesis and BH4 recycling or uptake. *Gch1* mRNA expression was almost completely abolished in isolated cardiomyocytes from cm*Gch1* KO mice, whereas BH4 levels were maintained at approximately 40% of the level seen in WT mice. This is in contrast to other cell‐specific *Gch1* knockout models, such as endothelial cells (Chuaiphichai et al., 2014) or inflammatory cells (McNeill et al., 2015), where *Gch1* deletion results in almost complete loss of BH4 in the targeted cells. This indicates that neither BH4 uptake from plasma nor recycling of BH4 from BH2 via dihydrofolate reductase (Bendall et al., 2014; Hasegawa et al., 2005) is sufficient to rescue cell‐specific BH4 deficiency in endothelial and inflammatory cells with loss of *de novo* BH4 synthesis. In contrast, the fact that BH2 levels were not significantly altered in cm*Gch1* KO cardiomyocytes supports the notion that BH4 recycling may be maintained in cardiomyocytes via the salvage pathway, possibly via uptake of BH4/BH2 from plasma or other myocardial cells. Indeed, the myocardium can be effectively targeted by systemic augmentation of BH4, via dietary supplementation (Moens et al., 2008), whereas endothelial cell BH4 is not increased by oral BH4 supplementation (Chuaiphichai et al., 2021; Cunnington et al., 2012). Nevertheless, the resulting level of BH4 in cm*Gch1* KO cardiomyocytes remains insufficient to rescue the requirement for BH4 in cardiac metabolism, as reflected by the alterations in substrate metabolism pathways. It is possible that localised intracellular production of BH4 is important, especially in relation to mitochondria, where fatty acid metabolism takes place. Indeed, a previous study found that mitochondrial BH4 levels were reduced in response to pressure‐overload causing cardiac hypertrophy and fibrosis, whereas BH4 in the cytosol and microsome was unchanged (Shimizu et al., 2013). This suggests that cardiomyocyte BH4 is compartmentalised, raising the possibility that BH4 availability may be differentially regulated in subcellular compartments by *de novo* synthesis, recycling or uptake.

The changes in fatty acid metabolism resulting from cardiomyocyte *Gch1* deletion were consistent in the mRNA expression and in the protein levels of fatty acid oxidation enzymes, and in the myocardial levels of multiple long‐chain fatty acids and TAG. Previous studies have demonstrated that BH4 is involved in fatty acid synthesis (Wang et al., 2020) and phospholipid membrane remodelling (Kraft et al., 2020). BH4 is also important in regulation of ether lipid metabolism via alkylglycerol monooxygenase by cleaving the ether bond of alkylglycerols (Watschinger et al., 2015). The present study has shown that *Gch1*/BH4 could also play an important role in fatty acid catabolism by regulating the expression of some key enzymes involved in fatty acid metabolism and oxidation in mitochondria. The present data demonstrated that the downregulation of fatty acid oxidation enzymes, possibly caused by a reduction in mitochondrial number, drives fatty acid away from catabolic pathway and into the formation of intracellular TAG. Kim et al. (2019) has shown that BH4 deficiency in the global sepiapterin reductase (*Spr*) KO mice model decreases transcription of major mitochondrial biogenesis regulatory genes, including *Ppargc1a*, *Ppara*, *Esrra* and *Tfam*, but these genes were not significantly altered in cm*Gch1* KO mice (data not shown). This suggests that an alternative mechanism is involved for *Gch1*/BH4 in the regulation of lipid metabolism, or that the cardiomyocyte‐specific KO of *de novo* BH4 synthesis in cm*Gch1* KO mice is less extreme than the very severe systemic phenotype of the global *Spr* KO mouse. 

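The assay behind the statement on these genes is not named in the paper's text. In the left ventricular RNA-seq of 16-week-old mice, Ppargc1a was at 95.8 ± 20.9 cpm (SD, n = 6) in WT and 79.9 ± 17.6 cpm (SD, n = 6) in cmGch1 KO hearts, a log2 fold change of -0.26 (standard error 0.16, adjusted p = 0.606 from edgeR's quasi-likelihood test). Ppara was at 41.4 ± 9.04 cpm in WT and 34.3 ± 9.53 cpm in cmGch1 KO hearts, a log2 fold change of -0.27 (standard error 0.18, adjusted p = 0.656). For Esrra the means were 237 ± 27.6 and 217 ± 26.6 cpm (log2 fold change -0.13, standard error 0.10, adjusted p = 0.712). For Tfam they were 47.1 ± 4.15 and 46.9 ± 4.44 cpm (log2 fold change -0.01, standard error 0.08, adjusted p = 0.99), and the sign of the Tfam change differed with the scaling. The ranges of WT and cmGch1 KO libraries overlapped for all 4 genes, and none passed an FDR of 0.05 under any of the 15 other settings. As a list, 13 genes of mitochondrial biogenesis had a median of -0.06 (adjusted p = 0.0849 by camera).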

Other mouse models of BH4 deficiency with either reduced pyruvoyltetrahydropterin synthase activity (*Pts* mutant) or *hph‐1* mice also showed alterations in energy metabolism associated with obesity, glucose intolerance and insulin resistance (Korner et al., 2016; Oguri et al., 2017). Likewise, transcriptome analysis in *Pts* mutant animals indicated changes in glucose and lipid metabolism, suggesting that BH4 regulates cell‐specific cardiac metabolism as well as systemic metabolism.

Preclinical studies of acute myocardial infarction suggest that lethal reperfusion injury accounts for up to 50% of the final cardiac infarct size (Yellon & Hausenloy, 2007). The metabolic changes in fatty acid oxidation in cm*Gch1* KO mice are associated with striking protective effects in response to myocardial IR injury and infarct size. These phenotypes were unlikely induced by prolonged high‐level expression of Cre recombinase as there were no differences observed between α‐MHC Cre^+/−^ and *Gch1^flox/flox^* mice. Fatty acid metabolism requires high oxygen consumption, which is not available during ischaemia, such that the metabolic changes in cm*Gch1* KO hearts may provide metabolic adaptations that enable the heart to mitigate IR injury by favouring glycolysis. Furthermore, a transient hyper‐contracture is normally observed at the initial reperfusion due to calcium overload and other cellular processes, which can lead to irreversible tissue damage and contractile dysfunction (Hausenloy & Yellon, 2013). We observed that cm*Gch1* KO hearts showed no evidence of hyper‐contracture in the early reperfusion phase, and superior contractile function thereafter. This observation suggests that cm*Gch1* KO hearts have an early protective mechanism in response to the immediate impact of reperfusion. The reduced levels of long‐chain fatty acid in cm*Gch1* KO hearts at the beginning of reperfusion may contribute to these protective mechanisms. Previous studies have shown that addition of palmitate at reperfusion reduces cardiac function (Johnston & Lewandowski, 1991) and inhibition of fatty acid metabolism enhances glucose oxidation and improves contractile function in reperfused myocardium (Hendrickson et al., 1997; Lopaschuk et al., 1990). These observations support the notion that reduced fatty acid metabolism while upregulating glycolysis in the cm*Gch1* KO heart protects against IR injury. Indeed, the diabetic heart has increased susceptibility to IR injury because of decreased myocyte glucose uptake and utilisation that lead to impairment of ATP production by glycolysis during ischaemia, as well as toxic accumulation of free fatty acids and their oxidation product (Kota et al., 2011). Thus, targeting myocardial metabolism in diabetic heart via BH4 could be beneficial, as we previously demonstrated in a cardiomyocyte‐specific *Gch1* transgenic mouse, where augmentation of cardiomyocyte BH4 maintained cardiac function, glucose uptake and utilisation in diabetes (Carnicer Hijazo et al., 2021).

### 4.1 Conclusion

The present study has demonstrated that *Gch1* and BH4 regulate fatty acid oxidation in cardiomyocytes via alterations in glycolysis and fatty acid metabolism. The altered fatty acid oxidation in mice with cardiomyocyte BH4 deficiency protects against IR injury, suggesting that manipulating cardiac metabolism at reperfusion is cardiac protective.

## AUTHOR CONTRIBUTIONS

This study was conducted at the University of Oxford. Sandy Chu, Mark Crabtree, Gillian Douglas, Lisa Heather and Keith Channon have contributed to the study design, analysis and interpretation of the data. Jennifer K. Bendall has developed the cm*Gch1* KO model. Sandy Chu, Surawee Chuaiphichai and Thomas Nicol have conducted the experiments, and Benjamin Wright, Matthieu Miossec have done the RNAseq analyses. The manuscript was drafted by Sandy Chu. All authors have critically revised the important intellectual content of the paper and approved the final version of the manuscript. All authors agree to be accountable for all aspects of the work in ensuring that questions related to the accuracy or integrity of any part of the work are appropriately investigated and resolved. All persons designated as authors qualify for authorship, and all those who qualify for authorship are listed.

## CONFLICT OF INTEREST

The authors declare no conflicts of interest.

## Supporting information

Statistical Summary Document

## Data Availability

Data supporting the findings of this study are available from the corresponding author upon reasonable request. RNA‐seq dataset is available on Gene Expression Omnibus data repository; database accession number: GSE206063 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206063).

## APPENDIX A1

### A1.1 Supplementary methods

#### A1.1.1 Excision allele detection

To confirm the deletion of LoxP sites in cardiomyocyte from cm*Gch1* KO mice, total DNA was extracted from different tissue and cells using Qiagen DNeasy blood and tissue kit (cat. no. 69504), followed by PCR using primer sequence stated in Table A1. A *Gch1* knocked‐out allele was identified at band position of 1300 bp, and a floxed allele without excision has a band at 1030 bp.

#### A1.1.2 Genotyping

Genomic DNA was prepared from ear biopsies for PCR using the forward and backward primers stated in Table A1. *Gch1^flox/flox^* animals were identified by a band at 1030 bp. αMHC‐Cre positive mice displayed a band at 300bp with an internal control at a band of 200 bp.

#### A1.1.3 Real‐time qPCR

Animals were anaesthetised using inhaled isoflurane and organs were excised. Total RNA was extracted from the cells and tissues using Qiagen RNeasy Mini Kit (cat. no. 74106) according to the manufacturer's instructions with on‐column DNase step. RNA was quantified using a Nanodrop spectrophotometer. RNA from cardiomyocytes (500 ng) and RNA from organ tissues (1000 ng) were converted to cDNA using the Qiagen QuantiTect Reverse Transcription Kit (cat. no. 205311) according to the manufacturer's instructions. All cDNA samples were diluted to 2 ng/μl and 5 ng was used for qPCR per reaction along with the *Gch1* Taq‐man assay primer (cat. no. Mm00514993) and Taq‐man PCR universal mix (Thermo Fisher Scientific). β‐Actin was used as an internal control for each sample and the relative quantification of *Gch1* expression between WT and cm*Gch1* KO was determined by $2^{-\Delta \Delta C_{T}}$ method, where ΔΔ*C*_T_ is the fold change relative to WT.

#### A1.1.4 Blood pressure measurements

Conscious blood pressure from 16‐week‐old WT and cm*Gch1* KO mice was obtained by using Visitech tail‐cuff BP‐2000 plethysmography system (Visitech, North Carolina, USA). Mice were trained for five consecutive days followed by 3 days of measurements. All blood pressure recording were taken at 09.00–12.00 h to avoid blood pressure fluctuation throughout the day. The systolic blood pressure was averaged from the 3 days’ measurement.

#### A1.1.5 Mitochondrial DNA quantification

DNA were extracted from left ventricular tissue of the mice using Qiagen DNeasy blood and tissue kit (cat. no. 69504) according to the manufacturer's instructions. The extracted DNA was quantified by Nanodrop and adjusted to 10 ng/μl with nuclease‐free water. mtDNA copy number was quantified by two nuclear encoded genes (*Actb* and *Adha*) and two mitochondrially encoded genes (*Cytb* and *mtCo2*). qPCR was performed with 20 ng of DNA, 5 μl of 2× iTAQ Universal SYBR Green Supermix (Bio‐Rad), and 0.06 μl of the relevant forward and backward primers at 50 μM concentration. The final volume was adjusted to 10 μl with nuclease‐free water. qPCR was performed with initiating step at 95°C for 5 min, followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. mtDNA copy number were calculated by averaging 2^Δ^ *^C^* ^T^ of *Actb* versus *Cytb*, and *sdha* versus *mtCo2*.

#### A1.1.6 Mitochondrial isolation and respiration

Mice were terminally anaesthetised using inhaled isoflurane and the hearts were excised into ice‐cold solution A containing 250 mM sucrose, 0.5 mM Na_2_EDTA and 10 mM Tris, at pH 7.4. The heart tissues were homogenised in solution A (1 ml per 100 mg tissue) and trypsin (0.1 ml per 100 mg tissue) was then added and incubated on ice for 10 min for further homogenisation. After incubation, solution B (1 ml per 100 mg tissue) containing solution A and 0.5% BSA was added into the tissue homogenate and centrifuged at 590 *g* at 4°C for 10 min. The supernatant was transferred into a new 15 ml Falcon tube and centrifuged at 3020 *g*, 4°C for 10 min. The cell pellets were resuspended with solution B (0.5 ml per 100 mg tissue) and the centrifuge protocol were repeated twice. The final cell pellets which contained the isolated mitochondria were suspended in 0.15 ml KME solution (100 mM KCl, 50 mM MOPS and 0.5mM EGTA) and protein concentrations were determined (BCA protein assay detection kit, Thermo Fisher Scientific).

Mitochondrial respiration was measured using a Clark‐type oxygen electrode (Strathkelvin Instruments Ltd, North Lanarkashire, UK) at 30°C, as previously described (Heather et al., 2012). Mitochondria were incubated in 0.5 ml respiration medium (100 mM KCl, 50 mM MOPS, 1 mM EGTA, 5 mM KH_2_PO_4_, and 1 mg/ml BSA, pH 7.4) and oxygen consumption was measured using pyruvate (10 μM) with malate (5 mM), palmitoyl‐CoA (40 μM) with carnitine (5 mM) and malate, and palmitoyl carnitine (40 μM) with malate. State 3 respiration was stimulated by the addition of 100 nmol of ADP, and subsequently state 4 was measured, which occurs when all the ADP added to the respiration medium had been phosphorylated. State 3 and 4 measurements were repeated after addition of a further 100 nmol of ADP, before a maximum rate of respiration was measured following addition of carbonyl cyanide 4‐(trifluoromethoxy) phenylhydrazone (1 μM).

### A1.2 Tables and figures

**TABLE A1:** Primers used to genotype transgenic mice.

PCR Primers	Sequence 5′‐3′
*Gch1* excised allele	GCTCATCCCCCACACTTGTCT
*Gch1*	Forward: GTCCTTGGTCTCAGTAAACTTGCCAGG
	Reverse: GCCCAGCCAAGGATAGATGCAG
*α‐MHC Cre*	Forward: ATGACAGACAGATCCCTCCTATCTCC
	Reverse: CTCATCACTCGTTGCATCATCGAC
WT control reverse	Forward: CAAATGTTGCTTGTCTGGTG
	Reverse: GTCAGTCGAGTGCACAGTTT
*Gch1* Taqman assay	Mm00514993_m1

**TABLE A2:** Genes associated with fatty acid metabolism analysed by Cytoscape are listed, along with the corresponding fold change, cmGch1 KO vs. WT, found in the RNA sequencing data.

Gene name	Gene description	Fold change (Log)
Gpcpd1	glycerophosphocholine phosphodiesterase GDE1 homolog	−0.592
Acsl6	acyl‐CoA synthetase long‐chain family member 6	−0.441
Mid1ip1	Mid1 interacting protein 1 (gastrulation specific G12‐like	−0.43
Ech1	enoyl coenzyme A hydratase 1, peroxisomal	−0.354
Hahd	hydroxyacyl‐Coenzyme A dehydrogenase	−0.348
Acacb	acetyl‐Coenzyme A carboxylase beta	−0.322
Acads	acyl‐Coenzyme A dehydrogenase, short chain	−0.321
Eci1	enoyl‐Coenzyme A delta isomerase 1	−0.304
Dgat2	diacylglycerol O‐acyltransferase 2	−0.292
Acss1	acyl‐CoA synthetase short‐chain family member 1	−0.277
Pccb	propionyl Coenzyme A carboxylase, beta polypeptide	−0.273
Pcca	propionyl‐Coenzyme A carboxylase, alpha polypeptide	−0.268

How the deposited data were processed for this re-analysis (not part of the article)

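RNA-seq was analysed for the left ventricle of 16-week-old WT mice (n = 6) and cmGch1 KO mice (n = 6), 12 libraries in all. Genotypes and replicate numbers were taken from the sample labels. According to the paper's methods, the authors prepared stranded paired-end libraries with dUTP, sequenced them on an Illumina instrument and generated read counts with HISAT2, Picard and featureCounts. The authors deposited 2 tables with the same genes. The first holds raw counts per Ensembl gene, which were checked to be whole numbers. The second holds the authors' normalized values on a log2-like scale, in which each count of 0 has 1 common value; the paper's text does not name the tool that made it. Over the tested genes, the genotype difference in these deposited log2 values followed the log2 fold change from the counts with a Pearson r of 0.954 and a slope of 0.734, across genes, which are not independent replicates. The genome build, the annotation and the strand setting of the counting are not named in the paper's text. Of the 26921 gene identifiers, 26582 (98.7%) were found in GENCODE M21 on GRCm38, which gave symbols and coordinates. For 2278 genes every library had a count of 0.

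Depth ranged from 19921398 to 37917806 counts per library. A count of 0, taken to allow up to 3 counts, corresponds to at most 0.151 cpm in the library with the fewest counts and 0.0791 cpm in that with the most; this covers counting error only, since the reads carry no molecular identifiers. Mitochondrial genes held 14.9% of the counts in cmGch1 KO replicate 2, 16.1% in cmGch1 KO replicate 3 and between 18.3% and 22.9% in the other 10 libraries. Over the 30 pairs of libraries of 1 genotype, the chi-square per degree of freedom of their counts lay between 16.3 and 110.2, so no pair was a copy or a technical repeat of another.

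The comparison of cmGch1 KO with WT used edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes with cpm over 3 in at least 6 libraries, a quasi-likelihood fit on genotype without covariates, and Benjamini-Hochberg adjustment with an FDR threshold of 0.05. The paper names edgeR, the cpm minimum and the FDR threshold, but its text does not name which edgeR test was used or in how many libraries the cpm minimum had to hold. Values in cpm were scaled by the TMM factors, except those of Xist, the sum of the Y-linked genes and Nos1, which were scaled by library size alone. For each named gene the difference between genotypes in log2 cpm was also tested by an exact permutation test over all 924 splits, two-sided.

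Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01, with fry, and with camera using an estimated correlation, each adjusted by the Benjamini-Hochberg method over the 29 lists tested as sets. The value of a list is the median log2 fold change of its tested genes. Of the 29 lists, 18 had an adjusted p under 0.05 by camera, 11 of these also by fry and 8 also with an estimated correlation. The lists stand for fatty acid beta-oxidation, the TCA cycle, glycolysis, the genes of Table A2, pathways named in section 3.2 and Fig. 2c, mitochondrial biogenesis, BH4 metabolism, mitochondrially encoded genes, hypertrophy, p53 targets, ATF4 targets and PPARα targets, and, to weigh technical explanations, Y-linked genes, clock genes, immediate early genes and markers of cell types. Marker lists for adipocytes and for nerve and glia had 1 tested gene each and were not tested as sets.

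The genes named in the text follow 1 rule. They are Gch1, the genes of Table A2, Ppargc1a, Ppara, Esrra, Tfam and Nos1, the 5 genes with the largest rise and the 5 with the largest fall in log2 fold change among those with an FDR under 0.05, members of a tested list with an FDR under 0.05, and Xist with 4 Y-linked genes. Not every gene that fits the rule is named, and groups of values of the genes left out are not counted among those examined for single libraries that stand apart. A gene named outside this rule is marked where it appears or is named without a value. The comparison, the lists, the rule for naming genes and all the alternatives were chosen before the data were examined, and no alternative was added afterwards.

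Principal components were computed on log2 cpm with a prior count of 2, centred and unscaled, and clustering used Euclidean distances with complete linkage. The alternatives were, for the normalization, the size factors of DESeq2 and scaling by library size alone; for the test, the Wald test of DESeq2 1.42.0, the exact test and the likelihood ratio test of edgeR; for the filter, none, cpm over 3 in every library, a mean cpm over 3, an average log2 cpm over 3, the default of filterByExpr, and adjustment over all genes before the filter; for covariates, the replicate number as a block, sex-linked expression (log2 cpm of Xist minus the mean of 4 Y-linked genes) and 1 surrogate variable from svaseq in sva 3.50.0. The deposited normalized values were tested with limma, with a trend. Each of the 12 libraries was left out in turn, and the principal components and the clustering had their own alternatives. How often other splits of the libraries gave as large a result was counted over 100 of the 462 splits into 6 and 6, drawn with a fixed seed, with the genotypes included.

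The procedure was tested on simulated data, drawn from the means and library sizes of the real libraries with a seeded set of changed genes, of which 196 were among the 11169 tested. The quasi-likelihood test recovered 193 of these (98.5%), with 15 false calls (7.21% of its calls). Its median log2 fold changes were 1.03 for the raised genes and -1.00 for the lowered genes. Genes were drawn independently of each other. The recovered share therefore does not carry over to smaller changes, and 60 of the 126 called genes changed by less than 1.5 fold. The exact test recovered 194 with 37 false calls (16% of its calls), the likelihood ratio test 195 with 38 (16.3%), and DESeq2 195 with 44 (18.4%). A simulated list of 30 genes lowered by a small amount had a median of -0.19 and was called by camera at a threshold of 0.05, and an unchanged list was not. The enrichment analyses with IPA and ClueGo were not repeated, since their pathway databases were not used here. The other experiments of the paper, such as the protein and metabolite measurements, are not part of the tables analysed.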

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

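The tests below of a lower share of cardiomyocytes, of Cre recombinase, of the macrophage markers with the sex-linked covariate, of the ratios over all called genes and of the genes that kept their call with that covariate, and of the libraries with high Xist were chosen only after the results were seen, as was the rule that brings 4 gene lists here, an adjusted p under 0.05 in all 3 set tests for a list outside the pathways the paper reports.

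The paper does not report 3 lists of stress-related genes that were higher in cmGch1 KO hearts. The 6 genes of the hypertrophy list had a median log2 fold change of 0.98, with 6 of 6 higher (adjusted p = 8.03e-17 by camera, 5.69e-05 by fry and 2.3e-04 with an estimated correlation). The 13 tested p53 targets had a median of 0.41, with 12 higher (adjusted p = 1.1e-14 by camera, 1.48e-05 by fry and 2.3e-04 with an estimated correlation). The 9 tested ATF4 targets had a median of 0.51, with 8 higher (adjusted p = 3e-13 by camera, 1.08e-04 by fry and 0.00125 with an estimated correlation). Gdf15 is in both of the last 2 lists. The size of both medians depended on the filter on low expression. The ATF4 median was 0.175 with cpm over 3 in every library, and the p53 median was 0.276 with an average log2 cpm over 3. These were the lowest medians over 17 other settings, and both lists passed the threshold in all 17. The hypertrophy median stayed between 0.927 and 1.052. Besides Gdf15, Mthfd2 and Nppa, the members with an FDR under 0.05 were Ankrd1 (1.13), Ccn2 (0.88), Phlda3 (1.22), Eda2r (0.63), Aen (0.41) and Atf5 (0.50) by log2 fold change. Of the 12 fits that each left out 1 library, Nppa kept its call in 6, Eda2r in 7 and Atf5 in 3, and the others in all 12. The mean of each list was higher in every cmGch1 KO library than in every WT library (exact permutation test, two-sided, p = 0.00216 for each).

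Of 100 splits of the libraries into 6 and 6, 1 gave as small a p for the hypertrophy list, 1 for the p53 list and 1 for the ATF4 list, in each case the genotypes themselves. With sex-linked expression as a covariate, the list median that shrank most kept 0.89 of its size, so unequal sex does not account for the rises as a whole. A lower share of cardiomyocytes that raised all other cell types alike is argued against, since macrophage and endothelial markers moved apart (exact permutation test of the difference between genotypes, two-sided, p = 0.00866). This does not test a lower share with an uneven gain of other cell types. Atrial tissue in the samples cannot be told apart from a ventricular rise for Nppa, which is in both the hypertrophy and the atrial list. The mean of the 4 other tested atrial markers did not differ (exact permutation test, two-sided, p = 0.437), with a median log2 fold change of 0.08, but they varied so much between WT libraries, Myl7 from 3.26 to 121 cpm, that a rise would be hard to see. The hypertrophy genes outside the atrial list had a median of 0.88. Cre recombinase cannot be told apart from the loss of Gch1 either, since the cmGch1 KO mice carry both and 0 of the libraries analysed here have Cre with an intact Gch1 gene. A candidate explanation for the rise of the 3 lists is therefore a stress response in cmGch1 KO hearts. The loss of Gch1, Cre recombinase and, for Nppa, atrial tissue are left open as its origin. An uneven change of cell types stays open beside it.

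Macrophage markers were also higher in cmGch1 KO hearts, which the paper does not report. The 9 markers had a median log2 fold change of 0.28, with 8 higher (adjusted p = 2.67e-05 by camera, 0.0049 by fry and 0.0353 with an estimated correlation). None had an FDR under 0.05 over all tested genes, and 7 were higher at an unadjusted p under 0.05. The most abundant were Lyz2, at 147 cpm over all libraries, and C1qb, at 46.7 cpm, both chosen after their values were seen. As many as 6 of 100 splits of the libraries gave as small a p for the list, so chance remains open. With sex-linked expression as a covariate the median was 0.24, most of its size. The same difference between macrophage and endothelial markers (exact permutation test, two-sided, p = 0.00866) argues against a lower share of cardiomyocytes that raised other cell types alike. It does not test an uneven change of cell types. A change in the number or the state of macrophages may be considered, beside chance, and was not tested further.

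Xist, which is transcribed from the inactive X chromosome, was at 94.1 and 106 cpm in cmGch1 KO replicates 2 and 3 and at most 0.236 cpm in the other 10 libraries. A mixture of material of both sexes is excluded for these libraries, since the largest count of a Y-linked gene in them was 0. WT libraries with the wrong label are argued against by Gch1, whose higher value in the pair was 6.18 cpm, below the lowest WT library at 9.32 cpm. The counts are in line with female mice for cmGch1 KO replicates 2 and 3 and male mice for the other 10 libraries, and the labels give no sex to check this against.

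This matters for the 126 genes called between the genotypes, because both libraries with high Xist are cmGch1 KO. With sex-linked expression as a covariate, 48.4% of the 126 genes kept an FDR under 0.05. The criterion set beforehand for sex as a cause, that fewer than 50% would keep it, was therefore met, but a loss of information lowers that share too. The log2 fold changes of the 126 genes with the covariate had a median ratio of 0.93 to those without it, with 0 genes under 0.5, so sex as the whole cause of their changes is argued against, and a part in single genes stays open. The 61 genes that kept the FDR show the same by their call. For the 65 genes that lost it, the median ratio of the log2 fold change with the covariate to that without it was 0.92, with all 65 in the same direction, which also argues against sex as the whole cause of their change. Standard errors of the called genes grew by a median factor of 1.09. Leaving out any 2 cmGch1 KO libraries kept between 36 and 103 of the 126 genes over the 15 pairs, with a median of 61, and 37 were kept without replicates 2 and 3. A loss of information could thus account for the lost calls, as 61 were kept both with the covariate and in the median over the pairs. These counts cannot tell it apart from a part played by sex. The 37 kept without replicates 2 and 3 lie near the low end of the 15 pairs.

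Single libraries stood apart from the 5 others of their genotype in 12 of 164 groups looked at, where the gap to the nearest library divided by the whole range was above the 95% critical value of Dixon's test. By chance 8.2 groups are expected, so the number alone says little. cmGch1 KO replicate 1 was the highest of its genotype for Ech1 (ratio 0.86), Eci1 (0.65) and Pccb (0.682), and cmGch1 KO replicate 4 was the highest for Gpcpd1 (0.626) and Pfkfb1 (0.757). WT replicate 2 was the lowest for the mean of the p53 list (0.715). WT replicate 6 was the lowest for Aen (0.633), for the mean of the Table A2 genes (0.703) and for the number of genes with a count (0.641), and it had the fewest counts of the WT libraries. WT replicate 1 was the lowest for the means of the Y-linked list (0.646) and the clock list (0.833) and for the share of counts in the 10 largest genes (0.631). Without cmGch1 KO replicate 1, the log2 fold change of Ech1 was -0.48 (adjusted p = 0.0148) and that of Pccb -0.31 (adjusted p = 0.0146), both past the threshold, while over the 12 fits that each left out 1 library the adjusted p of edgeR's quasi-likelihood test ranged from 0.0148 to 0.444 for Ech1 and from 0.0146 to 0.172 for Pccb. The design gives nothing that sets these libraries apart, so no biological explanation was tested.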

How the results depend on the processing

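The alternatives and tests in this part were all set beforehand, so none was chosen only after the result was seen. Gch1 kept its direction and its call in all 15 other settings, with a log2 fold change between -0.996 and -0.66, and in the 12 fits that each left out 1 library, between -1.01 and -0.88. All 126 called genes kept their direction wherever they were tested, which was 112 of them with cpm over 3 in every library and 102 with an average log2 cpm over 3. Each of the 12 genes of Table A2 remained lower in each setting.

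The number of called genes depended on the setting, and 126 genes were called here, 50 lower and 76 higher. DESeq2 called 155 lower and 218 higher genes. The exact test of edgeR called 80 and 143, and its likelihood ratio test 80 and 145. All 3 included the 126. These tests also made more false calls on simulated data, in which genes were drawn independently and the changes were larger than for many called genes. With 1 surrogate variable 331 genes were lower and 305 higher. With sex-linked expression as a covariate 24 were lower and 40 higher. Scaling by library size alone gave 116 higher genes beside 36 lower ones, so that 23.7% of the calls were lower against 39.7% with TMM. Of the 12 genes of Table A2, 2 were called here, 5 by DESeq2, 4 by the exact test and by the likelihood ratio test, 11 with 1 surrogate variable, 1 with library size alone and 0 with the sex-linked covariate. Leaving out 1 library gave from 31 lower genes (without WT replicate 3) to 98 (without cmGch1 KO replicate 1), from 43 higher genes (without WT replicate 5) to 118 (without cmGch1 KO replicate 1), and from 0 to 5 genes of Table A2. Apart from the smaller number of libraries, the cause of these changes was not tested.

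Libraries with the same replicate number deviated together for some numbers and not for others, with correlations above 0.1 for 3 of 6 numbers. The correlation was 0.676 for replicate 1, 0.401 for replicate 5 and 0.509 for replicate 6, and between -0.128 and -0.078 for the rest. Whether the numbers pair the samples is therefore left open. With the replicate number as a block, 76 genes were lower and 112 higher, of which 113 were among the 126, and 5 genes of Table A2 were called. The median of the cyclic nucleotide list was then 0.004, and the cause was not tested.

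Fatty acid beta-oxidation kept its direction in each of 18 other settings, with a median between -0.20 and -0.11, and passed the threshold in 17 of them. The TCA cycle kept its direction in 17 settings, between -0.15 and -0.06, and passed in 16. Both medians, -0.183 and -0.128, were not past the threshold when camera estimated the correlation between genes (adjusted p = 0.121 and 0.101, the largest over the alternatives, where the smallest were 4.5e-10 and 8.49e-07), and 8 of the 29 lists then passed in place of 18. The estimated correlations, 0.236 and 0.125, are larger than the preset one. Both lists passed in all 12 fits that left out 1 library. The glycolysis median stayed above 0, between 0.03 and 0.14, and passed the threshold with cpm over 3 in every library (0.075, adjusted p = 0.0132) and with an average log2 cpm over 3 (0.078, adjusted p = 0.0114), stricter filters which leave fewer genes of the list; over the alternatives its adjusted p ranged from 0.0114 to 0.75.

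The variance on the first 2 principal components was 53.4% here, 49.8% with the 500 genes of largest variance, 55.6% with the deposited normalized values, and from 52.6% (without cmGch1 KO replicate 2) to 56.9% (without cmGch1 KO replicate 4) with 1 library left out. With the 500 genes, the exact permutation p of the genotypes was 0.00866 on the first component and 0.574 on the second; the cause was not tested. Clustering separated the genotypes in none of the 3 other settings (Fisher's exact test, p from 0.455 to 1) and in none of the fits that left out 1 library (from 0.545 to 1).

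Some changes of single genes and lists changed sign with the setting. Scaling by library size alone raised Tfam to 0.070, sodium transport to 0.048, cardiac muscle contraction to 0.032, cyclic nucleotide genes to 0.076, cyclin-dependent kinases to 0.052, mitochondrial biogenesis to 0.009, BH4 metabolism to 0.011 and endothelial markers to 0.040; that scaling raised the median of all tested genes from -0.009 to 0.066. The cyclic nucleotide list was at 0.001 with DESeq2, the exact test and the likelihood ratio test, at 0.021 without a filter and at 0.042 with the sex-linked covariate, which put endothelial markers at 0.014. With 1 library left out, Tfam ranged from -0.049 to 0.031, sodium transport from -0.034 to 0.013, cyclic nucleotide genes from -0.048 to 0.041, cyclin-dependent kinases from -0.043 to 0.020, endothelial markers from -0.076 to 0.024, and atrial markers from -0.068 (without WT replicate 6) to 0.715 (without WT replicate 4). The cause was not tested beyond the scaling. Over 72 single genes and lists and 29 settings there were 221 changes, 146 weaker, 41 stronger and 34 reversed, and 31 of the 72 changed in no setting.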

Differences from the paper's values

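No test in this part was chosen only after the result was seen. The paper reports 174 downregulated genes, and 50 were found here at an FDR under 0.05. Of the alternatives set before the data were examined, the Wald test of DESeq2 came within 1.5 times the paper's number, with 155. The others did not: the fit with 1 surrogate variable gave 331, the fit without cmGch1 KO replicate 1 gave 98, the exact test and the likelihood ratio test of edgeR gave 80 each, and no remaining setting gave more.

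The paper reports 197 upregulated genes, and 76 were found here. DESeq2 gave 218, the exact test 143 and the likelihood ratio test 145, all within 1.5 times the paper's number. The surrogate variable gave 305, the fit without cmGch1 KO replicate 1 gave 118, scaling by library size alone 116, and no remaining setting gave more.

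The paper treats the 12 genes of Table A2 as differentially expressed, and 2 of them, Gpcpd1 and Mid1ip1, had an FDR under 0.05 here. The log2 fold changes themselves differed from those printed in Table A2 by at most 0.019, less than 1 standard error for each of the 12. DESeq2 also called Dgat2, Pccb and Pcca, the exact test and the likelihood ratio test Pccb and Pcca, and the replicate block Ech1, Hadh and Pccb. The fit with 1 surrogate variable called 11 of the 12, all but Acsl6. Without cmGch1 KO replicate 1, Ech1, Hadh, Acads and Pccb were called beside Gpcpd1, and without WT replicate 6 Pcca was called beside Gpcpd1 and Mid1ip1. Acsl6 was called in no setting.

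The paper states that genes related to glycolysis were upregulated. The glycolysis list had a median log2 fold change of 0.06 and did not pass as a set (adjusted p = 0.56 by camera); it passed with cpm over 3 in every library and with an average log2 cpm over 3 (adjusted p of 0.0132 and 0.0114, within a range from 0.0114 to 0.75 over the alternatives). The paper states that sodium membrane transport fell and that cardiac muscle contraction, cyclic nucleotide and cyclin-dependent kinase groups rose. Lists for these groups, which are not the paper's gene ontology terms, had medians of -0.03, -0.05, 0.00 and -0.02 and did not pass by camera in any setting; for the cyclin-dependent kinase list fry gave an adjusted p of 0.00938.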

Other observations

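The tests of a fall of cardiomyocyte transcripts as a whole, of the contrast of clock genes and of other splits for the long genes were chosen only after the results were seen; for the share of cardiomyocytes and the time of day, the tests reported below replaced the criteria set beforehand, which are given beside them.

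For the 126 called genes, 3 of 100 splits of the libraries into 6 and 6 gave as many calls, the genotypes included; the other splits had a median of 0 calls and at most 2394. The log2 fold changes over all tested genes had a Spearman rho of 0.048 with GC content and of 0.019 with exon length, across genes, which are not independent replicates, so a trend with either is argued against. The called genes were not gathered on any of 22 chromosomes (Fisher's exact test, one-sided, smallest adjusted p = 0.913), which argues against a linked stretch of DNA that differs between the groups.

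The lower expression of fatty acid beta-oxidation genes was weighed against several explanations. Cre recombinase could not be weighed, since the cmGch1 KO mice carry it together with the loss of Gch1. The same limit holds for the TCA cycle list and for all called genes. As small a p came from 2 of 100 splits for this list, and from 1 of 100 for the TCA cycle list, the genotypes included. The criterion set beforehand for the time of day, at least 3 clock genes with an FDR under 0.05, was dropped because the 30 beta-oxidation genes had 0 such calls themselves, with 13 lower at an unadjusted p under 0.05, and the 16 tested clock genes had 0, with 2 at an unadjusted p under 0.05. The mean of the tested clock output genes (Dbp, Tef, Hlf, Nr1d1, Nr1d2 and Per1 to Per3) minus that of Arntl, Clock and Npas2, which peak at the opposite time, differed by -0.80 between cmGch1 KO and WT hearts (exact permutation test, two-sided, p = 0.149). With this contrast as a covariate the beta-oxidation median was -0.149, and with the mean of the clock list it was -0.19, beside -0.18 without a covariate, so time of day as the whole cause is argued against. With sex-linked expression as a covariate it was -0.16. Over the 12 libraries the list mean rose with library size, with a Spearman rho of 0.552 (permutation p = 0.0656) and a Pearson r of 0.634 (permutation p = 0.03). Without the 2 libraries farthest from the median size r was 0.382 (permutation p = 0.275), so this relation rests on those libraries. With the log2 library size as a covariate the median was -0.15, most of its size. No single library decided the fall, as the median nearest 0 with 1 library left out was -0.15, without cmGch1 KO replicate 5.

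A fall of cardiomyocyte transcripts as a whole cannot be told apart from a fall of beta-oxidation genes in particular. The 12 cardiomyocyte markers had a median of -0.14 (adjusted p = 0.0934 by camera and 2.22e-04 by fry), beside -0.18 for the beta-oxidation list, and their mean was lower in every cmGch1 KO library than in every WT library (exact permutation test, two-sided, p = 0.00216). The list mean minus the marker mean differed by -0.07 between cmGch1 KO and WT hearts (exact permutation test, two-sided, p = 0.167). The criterion set beforehand for a lower share of cardiomyocytes was a marker median as low as that of the list, which these values come near without reaching. The mean of macrophage markers minus that of endothelial markers differed by 0.30 between genotypes (exact permutation test, two-sided, p = 0.00866). This argues against a lower share that raised other cell types alike. A lower share with an uneven gain of other cell types is not excluded, and 10 of 10 fibroblast markers were higher. The fall of beta-oxidation genes may thus be part of a wider fall of transcripts abundant in cardiomyocytes, which the comparison with the marker mean leaves open.

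Genes that span at least 500 kb drew attention because 7 of them were called lower and 1 higher, an idea that came from the genes with the largest falls. Of 6 span thresholds looked at, the median log2 fold change was -0.01 at 50 kb, -0.01 at 100 kb, -0.03 at 200 kb, -0.04 at 300 kb, -0.053 at 500 kb and -0.20 at 1000 kb, the last with 18 genes. By camera, the thresholds of 500 and 1000 kb gave an unadjusted p under 0.05, and the other 4 did not. A median as low as that at 500 kb came from 1.43% of 10000 random lists matched on exon length and expression, and with sex-linked expression as a covariate the median was -0.051, so neither exon length nor sex accounts for it. But 56 of 100 splits of the libraries gave as small a p for the 500 kb list. The hypothesis that long genes fall in cmGch1 KO hearts was therefore not borne out. The criterion set beforehand for a lower share of cardiomyocytes was dropped. It asked that the median of the long genes be no lower than the lowest cardiomyocyte marker, which a list median will nearly always meet. The difference between macrophage and endothelial markers (exact permutation test, two-sided, p = 0.00866) argues only against a lower share that raised other cell types alike.

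The remaining lists gave these medians of log2 fold changes. PPARα targets were at -0.10 (adjusted p = 0.0168 by camera), BH4 metabolism at -0.07 (adjusted p = 0.0179), clock genes at -0.12 (adjusted p = 0.0934), immediate early genes at -0.37 (adjusted p = 0.0168) and Y-linked genes at -0.59 (adjusted p = 0.0145). Fibroblast markers were at 0.14 (adjusted p = 0.00171), endothelial markers at -0.04 (adjusted p = 0.615), smooth muscle markers at -0.14 (adjusted p = 0.802, with Acta2 called at 0.66), erythroid markers at -0.39 (adjusted p = 0.0205) and atrial markers at 0.11 (adjusted p = 0.0205). Of these 10 lists, 0 passed under fry or with an estimated correlation. The only tested adipocyte marker was at -0.25 and the only tested marker of nerve and glia at 0.06.

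The 13 mitochondrially encoded genes had a median log2 fold change of -0.11 (adjusted p = 0.1 by camera), and their mean did not differ between genotypes (exact permutation test, two-sided, p = 0.383). Nos1, which encodes nNOS, was below the filter, at 0.334 ± 0.123 cpm (SD, n = 6) in WT and 0.217 ± 0.151 cpm (SD, n = 6) in cmGch1 KO hearts, with 0 libraries over 3 cpm (exact permutation test, two-sided, p = 0.162). Gch1 in the left ventricular RNA-seq, counted over the whole gene and not over the deleted exons alone, stayed at 51.3% of the WT level. Whether these mice were also those of the whole-heart qPCR in Fig. 1c is not stated in the labels. In Fig. 3e, the value beside acyl-CoA synthetase equals that of Acss1 in Table A2, while the protein of Fig. 3a is named as a long-chain synthetase.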
